# Inhibition of mitochondrial complex I by the novel compound FSL0260 enhances high salinity-stress tolerance in *Arabidopsis thaliana*

**DOI:** 10.1038/s41598-020-65614-9

**Published:** 2020-05-26

**Authors:** Kaori Sako, Yushi Futamura, Takeshi Shimizu, Akihiro Matsui, Hiroyuki Hirano, Yasumitsu Kondoh, Makoto Muroi, Harumi Aono, Maho Tanaka, Kaori Honda, Kenshirou Shimizu, Makoto Kawatani, Takeshi Nakano, Hiroyuki Osada, Ko Noguchi, Motoaki Seki

**Keywords:** Salt, Plant sciences, Abiotic

## Abstract

Chemical priming is an attractive and promising approach to improve abiotic stress tolerance in a broad variety of plant species. We screened the RIKEN Natural Products Depository (NPDepo) chemical library and identified a novel compound, FSL0260, enhancing salinity-stress tolerance in *Arabidopsis thaliana* and rice. Through transcriptome analysis using *A. thaliana* seedlings, treatment of FSL0260 elevated an alternative respiration pathway in mitochondria that modulates accumulation of reactive oxygen species (ROS). From comparison analysis, we realized that the alternative respiration pathway was induced by treatment of known mitochondrial inhibitors. We confirmed that known inhibitors of mitochondrial complex I, such as rotenone and piericidin A, also enhanced salt-stress tolerance in *Arabidopsis*. We demonstrated that FSL0260 binds to complex I of the mitochondrial electron transport chain and inhibits its activity, suggesting that inhibition of mitochondrial complex I activates an alternative respiration pathway resulting in reduction of ROS accumulation and enhancement of tolerance to salinity in plants. Furthermore, FSL0260 preferentially inhibited plant mitochondrial complex I rather than a mammalian complex, implying that FSL0260 has a potential to be an agent for improving salt-stress tolerance in agriculture that is low toxicity to humans.

## Introduction

High salinity stress is one of the major abiotic factors limiting crop productivity. Globally, more than 20% of irrigated lands are affected by soil salinization^1^. Improving crop salinity-stress tolerance is essential for sustainable food production. High salinity stress induces osmotic stress and ionic stress that inhibit water uptake in roots and photosynthesis in shoots^2^. It also enhances the generation of reactive oxygen species (ROS) such as superoxide anion (O_2_^·^^−^), hydrogen peroxide (H_2_O_2_) and the hydroxyl radical (·OH). ROS works as a signaling molecule; however, excess ROS is highly toxic and leads to metabolic disorders, cell damage and cell death^3–5^. Salinity stress causes over-reduction of the mitochondrial electron transport chain (mETC), which induces electron leakage to O_2_ and subsequent production of O_2_^·^^−^ and H_2_O_2_^6^. The complex I and III of the mETC are known as major ROS-producing sites during abiotic stress^5^. In plants, mETC contains an alternative respiration pathway consisting of type II NAD(P)H dehydrogenase (ND) and the alternative oxidase (AOX). The alternative respiration pathway works as a bypass of mETC and does not directly contribute to proton pumping or ATP synthesis, and excess energy is released as heat. The alternative respiration pathway is considered to be important for preventing over-reduction of mETC and for mitigating ROS production^7^. NDs are classified into internal and external NAD(P)H dehydrogenases and reduces ubiquinone bypassing complex I^8^. AOX bypasses the proton-pumping complexes III and IV and acts to maintain the reduction state of the UQ pool and to lower ROS production in mitochondria^9^. In *Arabidopsis*, there are seven type II NDs (NDB1–4, NDA1–2 and NDC1) and five AOXs (AOX1a–d and AOX2). These alternative respiration pathway genes are induced at a gene, protein and activity level by a variety of stress conditions^10^, suggesting that this pathway is important for stress response.

So far, genetic approaches including conventional breeding and gene recombination have been employed as strategies to enhance stress tolerance. However, breeding is time-consuming, and genetically modified crops are unacceptable in many countries around the world. Instead, recent research suggests that the chemical priming may improve abiotic stress tolerance in plants^11^. We previously showed that histone deacetylase inhibitors and ethanol enhanced salinity-stress tolerance in plants including *Arabidopsis*, rice and cassava^12–15^. Those studies indicated that chemical compounds have the potential to improve tolerance in various agricultural crops. We therefore screened the RIKEN Natural Products Depository (NPDepo) chemical library to identify further compounds enhancing salinity-stress tolerance. A novel compound, FSL0260, was identified as enhancing salt-stress tolerance in plants. We demonstrated that FSL0260 works as an inhibitor of mitochondrial complex I and enhances an alternative respiration pathway, resulting in reduction of ROS accumulation and enhancement of salt-stress tolerance.

## Results

### FSL0260 is identified as a novel compound enhancing salt stress tolerance in *A. thaliana*

To identify compounds that enhance salt-stress tolerance in plants, we screened 405 compounds from the NPDepo library. *Arabidopsis* wild-type Columbia-0 (Col-0) seeds were grown in liquid culture medium containing each compound for 4 days, and then plants were treated with 100 mM NaCl. We then observed survival rates for 4 days, and identified four compounds that increased survival rates under high salt-stress conditions. Among them, we focused on 2-[[[(4-methylphenyl)sulfonyl]oxy]methyl]-2H-1-benzopyran-3-yl]methylpyridin-1-ium 4-methylbenzenesulfonate (1:1) (FSL0260) (Fig. 1a), because it showed the strongest tolerance to salinity stress. To confirm the salinity-stress tolerance by FSL0260, wild-type plants grown in liquid culture medium for 4 days were treated with 0–40 µM FSL0260 for 24 h, with or without subsequent treatment with 100 mM NaCl for 4 days. The plants treated with FSL0260 increased their survival rate in a dose-dependent manner under salinity-stress conditions (Fig. 1b,c). We observed that the chlorophyll content of plants treated with more than 20 µM FSL0260 under salinity stress was recovered at the same level as that of plants under normal conditions (Fig. 1d), and confirmed that FSL0260 enhanced salinity-stress tolerance. However, high concentrations of FSL0260 treatment inhibited plant growth (Supplementary Fig. S1). As 20 µM FSL0260 greatly enhanced salinity-stress tolerance and minimized growth inhibition, we adopted 20 µM FSL0260 for further analysis. In addition, we confirmed that FSL0260 enhanced salinity-stress tolerance not only in liquid culture but also in solid agar plates (Supplementary Fig. S2a,b).

**Figure 1:**
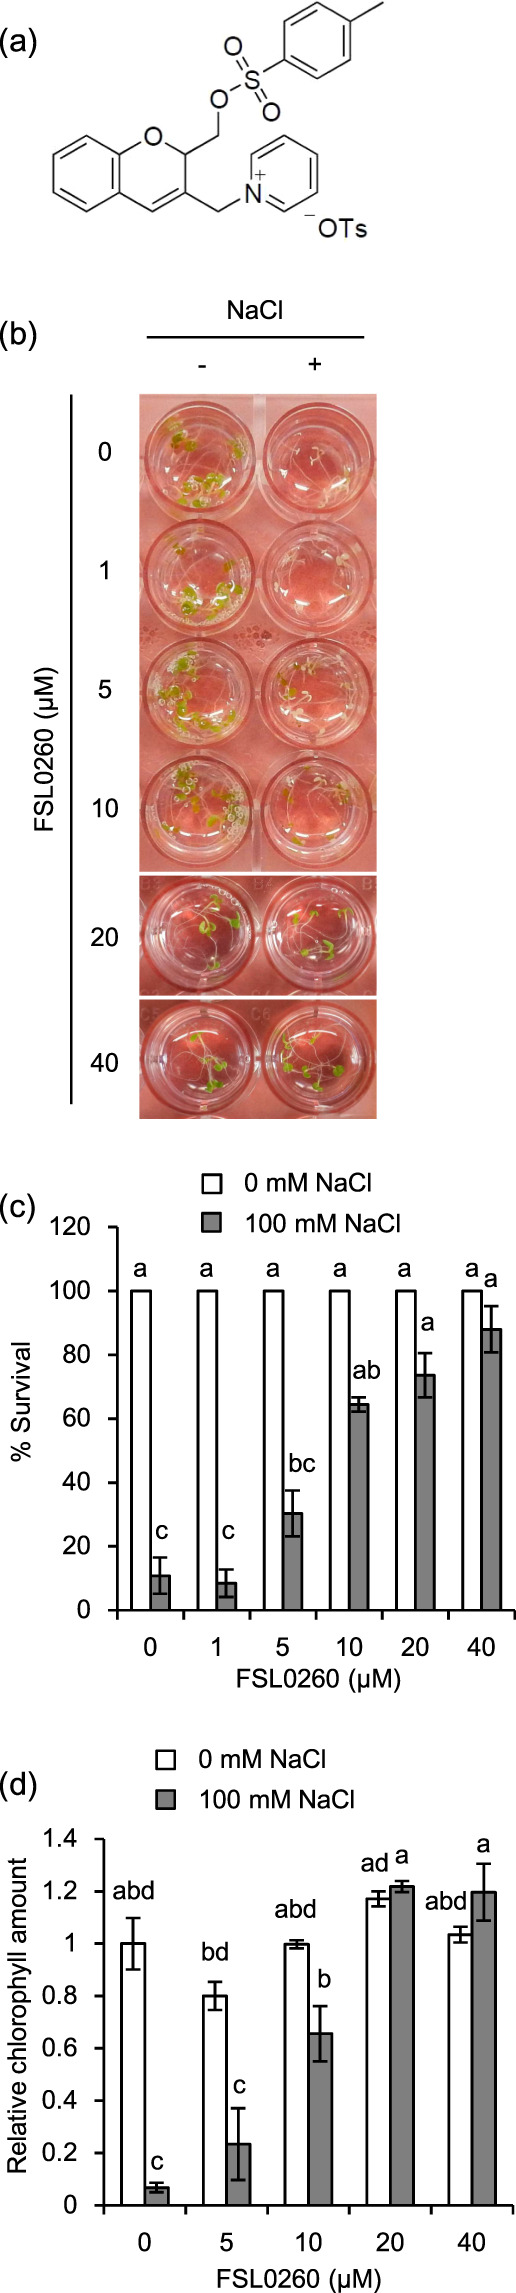
FSL0260 enhances high salinity stress tolerance in *Arabidopsis thaliana*. (**a**) Structure of FSL0260. (**b**) Morphology of seedlings treated with 0–40 µM FSL0260, with or without a subsequent treatment of 100 mM NaCl for 4 days. DMSO was used as negative control. Inside diameter of the well is 15.4 mm. (**c**) Survival rate under high-salinity conditions in the presence or absence of 0–40 µM FSL0260. The survival rate of 15 plants was calculated 4 days after NaCl treatment. (**d**) Chlorophyll content in 0–40 µM FSL0260-treated plants under normal or high-salinity conditions. The chlorophyll content of the plants treated with 0 µM FSL0260 was set as 1. These experiments were conducted using three biological replicates. Error bars represent the mean ± standard error (SE). Statistical significance was determined by ANOVA, followed by post-hoc Tukey’s tests. Means that differed significantly (P < 0.05) are indicated by different letters.

### Mitochondrial alternative respiration pathway genes are up-regulated by FSL0260 treatment under salinity stress

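Gene expression in *A. thaliana* seedlings was measured with a custom Agilent microarray of 1 colour, on which the Cy3-labelled RNA of 1 sample is hybridised to short DNA probes and the brightness of each spot reports the amount of its transcript. Plants 4 days old were treated with 20 µM FSL0260 for 24 h, or with DMSO, the solvent of the compound, and none of these samples received NaCl. Each treatment had 3 biological replicates, each on an array of its own, with 200 ng of total RNA labelled per sample. For the number of plants behind a sample, the paper's methods give 20 plants for the RNA extraction and 10 plants for each treatment or repeat. The authors deposited the scanner software's output for each spot, in which the signal is corrected for background within the array and is not yet normalized between arrays. Each array held 53459 spots of probes. Of these, 31015, 32155 and 31818 were well above background on the DMSO arrays of replicates 1, 2 and 3, and 31465, 30238 and 30471 on the FSL0260 arrays. The scanner software marked 0 of these spots as saturated and between 22 and 30 spots per array as outliers, and the outliers were left out.

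The log2 signal was taken relative to each array's 75th percentile over all probes. The probes with an AGI code stand for 32781 genes, and for the 110 genes with several probes the brightest probe was read. The 22345 genes (68.2%) whose probe was well above background on all 3 arrays of at least 1 treatment were tested with limma, which moderates each gene's variance with that of the other genes, and the Benjamini-Hochberg adjustment. A gene was called up-regulated with a log2 ratio (FSL0260 over DMSO) of at least 1 and an adjusted p under 0.05, the thresholds of the paper's methods. Across the tested genes, which are not independent replicates, the lowest correlation of arrays within a treatment was 0.995 and the highest between treatments 0.993. The number of arrays limits the precision, and an exact permutation test of 3 arrays against 3 cannot give a two-sided p below 0.1. Replicates 1 and 2 of both treatments lay on slide 1 and replicate 3 of both on slide 2. The DMSO arrays all lay in array column 1 of their slide and the FSL0260 arrays in column 3, so that the column and the treatment cannot be told apart.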

To elucidate the molecular mechanism of high salt-stress tolerance mediated by FSL0260, we performed global gene expression analysis with a microarray. Four-day-old plants treated with 20 µM FSL0260 or dimethyl sulfoxide (DMSO) for 24 h were examined. We identified 58 genes whose expression was up-regulated by 24 h FSL0260 treatment (Supplementary Table S1). 

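On the deposited scanner values, 110 genes were up-regulated by FSL0260 treatment, and all 58 genes of Table S1 were among them. The methods' t-test on the same values, with the Benjamini-Hochberg adjustment, called 62 genes, of which 53 were Table S1 genes. Without the threshold on the log2 ratio, which moved the count most, 332 genes were higher in FSL0260-treated plants at an adjusted p under 0.05. In the other direction, 7 genes were down-regulated at the same thresholds. For each of the 117 called genes, the 3 FSL0260 arrays lay entirely above or entirely below the 3 DMSO arrays; this held for 25.1% of all tested genes, where chance gives 10%. The median log2 ratio of the Table S1 genes was 2.68, and the highest limma adjusted p among them was 0.0149. The probes of 8 of these genes were not well above background on any DMSO array, so only a lower limit can be given for their change, set against the lowest signal well above background on those arrays. These limits ran from at least 6.22-fold to at least 60.7-fold, and with the 8 genes at their limits the median log2 ratio was 2.59. The limits depend on the background correction: on the log2 scale they ran from 2.64 for AT3G54520 to 5.92 for AT5G52940, all above the paper's log2 ratios, and with normexp from 1.10 to 3.61 for the same genes, all below them.

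Among the genes well above background on all 6 arrays, AT5G54450 had the largest log2 ratio, 6.90 (standard error 0.19, adjusted p = 2.86e-05 from limma), with a log2 signal of -5.35 ± 0.27 (SD, n = 3) in plants treated with DMSO and 1.55 ± 0.30 (SD, n = 3) in FSL0260-treated plants. The smallest adjusted p among all genes called was that of AT5G24640, with a log2 ratio of 6.79 (standard error 0.08, limma adjusted p = 1.12e-06). In log2 ratio AT5G24640 lay just below AT5G54450, but this order depended on the processing. It reversed with normexp background correction (5.17 for AT5G54450, 5.24 for AT5G24640) and on the authors' log2 values (5.826, 5.835). It also reversed without FSL0260 replicate 2 (6.802, 6.805) and held under the other alternatives run for these genes. Next by log2 ratio came AT2G38823 with 6.22, AT5G54550, which is described below, and AT2G41730 with 5.31, and all 5 genes are in Table S1. AT3G16670 was the down-regulated gene whose probe was well above background on all 6 arrays; its log2 ratio was -2.71 (standard error 0.25, limma adjusted p = 0.00537).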

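Table S1 gives a GO cellular component for 48 of its 58 genes, which the paper took from TAIR. Mitochondria is named for 12 genes (20.7%), the nucleus for 18, the chloroplast and the plasma membrane for 6 each and the cytoplasm for 5, where a gene with several components counts for each. All 12 mitochondrial genes were up-regulated in limma's test, with log2 ratios from 1.46 for AT5G54100 to 5.61 for AT5G54550 and a highest adjusted p of 0.000787, that of AT5G54560. The probe of AT5G54560 was well above background on 1 of the 3 DMSO arrays, and those of the other genes were so on all 6 arrays. Their median log2 ratio was 2.84, and that of the 46 other Table S1 genes was 2.67, a difference that a two-sided permutation test over genes with 100000 resamples did not tell from chance (p = 0.838). All 8 genes with only a lower limit are among these 46. Their fitted log2 ratios were used in this comparison, which rests in part on DMSO signals that were not well above background. The study chose the 58 genes on these arrays, and the share of mitochondrial annotations among all genes of the array was not analysed here.

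**Figure D1:**
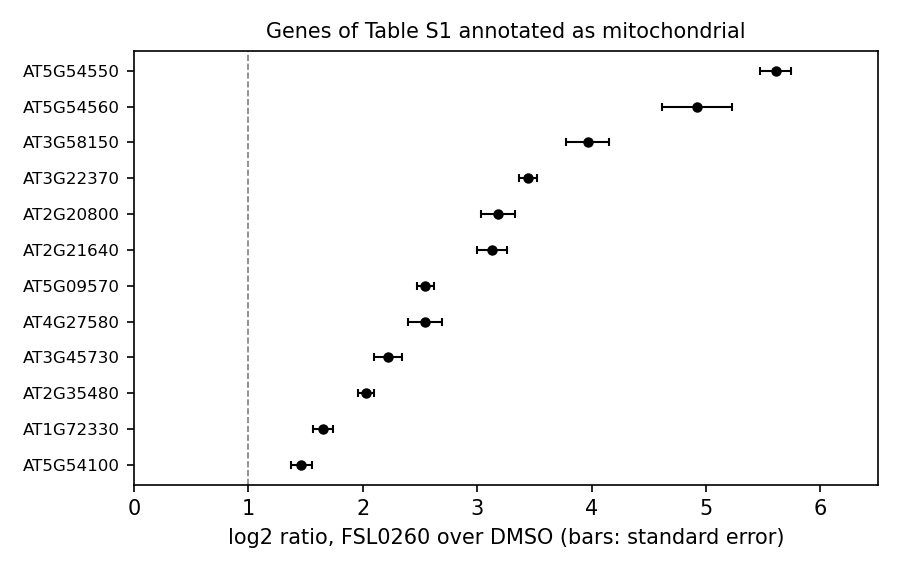
Log2 ratio of FSL0260 over DMSO for the 12 genes of Table S1 annotated as mitochondrial, 1 point per gene with its standard error from limma, on 3 arrays per treatment. All 12 points lie to the right of the dashed line at a log2 ratio of 1, from 1.46 for AT5G54100 to 5.61 for AT5G54550.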

We found that a large proportion of genes which were annotated as mitochondrial proteins were up-regulated by FSL0260 treatment (Fig. 2a). 

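*AtAOX1a* (AT3G22370) encodes an alternative oxidase, which passes electrons from ubiquinol to oxygen in mitochondria without complexes III and IV. Its log2 signal relative to the array's 75th percentile was -0.62 ± 0.08 (SD, n = 3) in plants treated with DMSO and 2.82 ± 0.12 (SD, n = 3) in FSL0260-treated plants. The log2 ratio was 3.44, a 10.9-fold increase (standard error 0.08, limma adjusted p = 2.39e-05). *AtNDB4* (AT2G20800) encodes a type II NAD(P)H dehydrogenase, which passes electrons to ubiquinone without complex I. Its log2 signal was -3.09 ± 0.25 (SD, n = 3) with DMSO and 0.09 ± 0.20 (SD, n = 3) with FSL0260, a log2 ratio of 3.18 or a 9.07-fold increase (standard error 0.15, limma adjusted p = 0.000257). For both genes every FSL0260 array was brighter than every DMSO array (exact permutation test, two-sided p = 0.1, the smallest that 3 arrays against 3 allow). With each array left out in turn, the log2 ratio stayed between 3.38 and 3.50 for *AtAOX1a* and between 3.04 and 3.30 for *AtNDB4*. Background correction by normexp moved *AtNDB4* most, to a log2 ratio of 2.67. The paper's Table S1 reports log2 ratios of 3.33 for *AtAOX1a* and 2.838 for *AtNDB4*.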

We focused particularly on mitochondrial alternative respiration pathway genes (*AtAOX1a* and *AtNDB4*), since they have been reported to detoxify ROS^9^. The expression profiles of *AtAOX1a* and *AtNDB4* were confirmed by quantitative real-time PCR (qRT-PCR). The expressions of these genes were up-regulated by FSL0260 treatment (Fig. 2b). Next, we confirmed the protein levels of AOX in plants treated with FSL0260. We used non-reducing SDS-PAGE electrophoresis followed by protein gel blotting and evaluated the AOX protein level. Reduced active form AOX (about 35 kDa) was increased by FSL0260 treatment and by both FSL0260 and NaCl treatments (Fig. 2c,d), consistent with the transcription level of *AtAOX1a* under FSL0260 treatment. These results suggest that the salt tolerance conferred by FSL0260 might be due to promotion of ROS detoxification.

**Figure 2:**
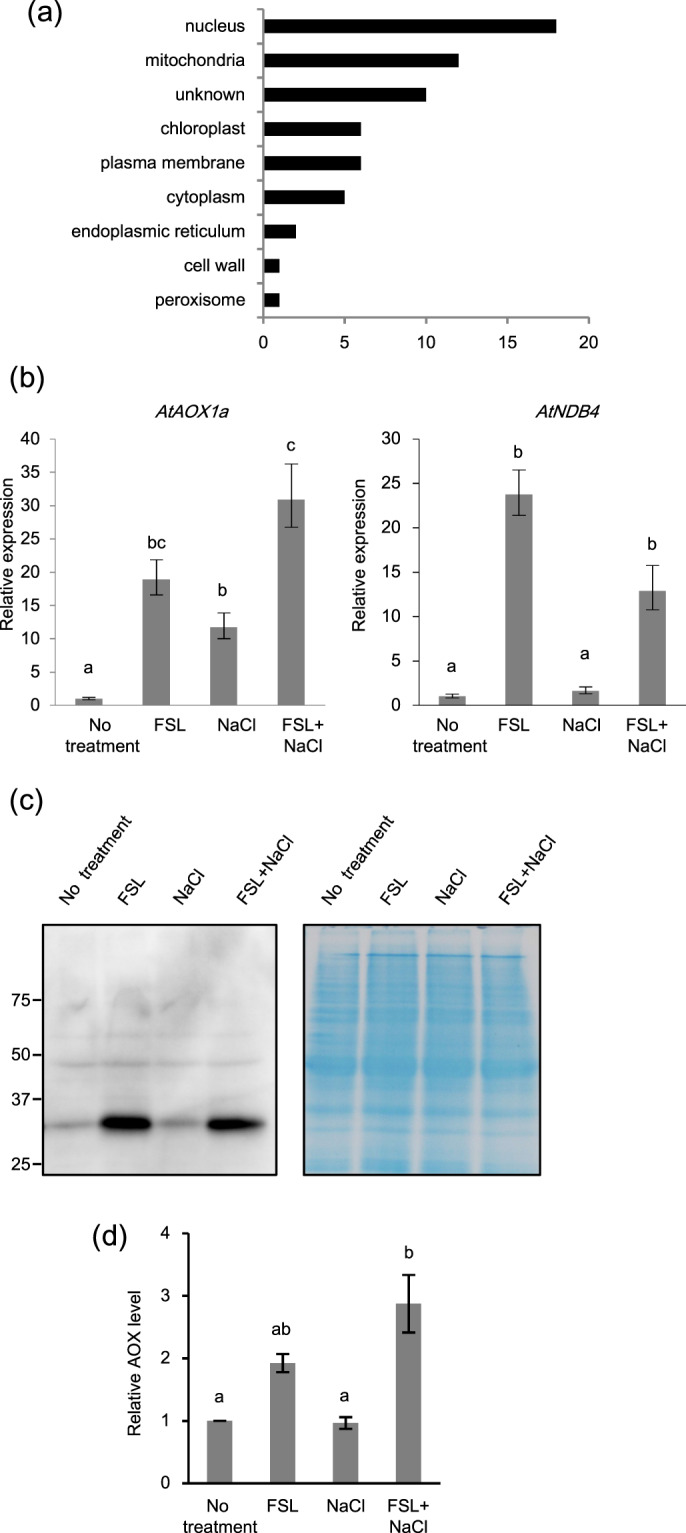
Expression profile of genes up-regulated by both FSL0260 treatment and salinity stress. (**a**) Cellular component gene ontology of up-regulated genes by FSL0260 treatment. (**b**) Relative expression levels of *AtNDB4* and *AtAOX1a* genes during salinity-stress treatment for 0 and 2 h with or without 20 µM FSL0260. Expression level of plants treated with DMSO was set as 1. 18S rRNA was used as an internal standard. Error bars represent the mean ± SE (n = 3). Statistical significance was determined by ANOVA, followed by post-hoc Tukey’s tests. Means that differed significantly (P < 0.05) are indicated by different letters. (**c**) Immunoblot of the AOX (35 kDa) proteins (left). Coomassie blue-stained gel showing control loading (right). Total proteins were extracted from seedlings treated with 0 or 20 µM FSL0260 for 24 h and with or without subsequent treatment of 100 mM NaCl for 6 h. DMSO was used as a negative control. Immunoblot analysis was performed using an anti-AOX1/2 antibody. (d) The signal intensity of AOX1/2. DMSO treatment was taken as 1. Error bars represent the mean ± SE (n = 3). Statistical significance was determined by ANOVA, followed by post-hoc Tukey’s tests. Means that differed significantly (P < 0.05) are indicated by different letters.

### Mitochondrial complex I inhibitor enhances salinity-stress tolerance in *A*. *thaliana*

Previous transcriptome analysis showed that the treatment of inhibitors of the electron transport chain in mitochondria induced alternative respiration pathway genes^16,17^. 

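The paper's introduction names 12 genes of the alternative respiration pathway, 5 alternative oxidases and 7 type II NAD(P)H dehydrogenases, and 9 of them were well above background often enough to be tested. Besides *AtAOX1a* and *AtNDB4*, 1 further gene passed both thresholds. This was *AtNDB3* (AT4G21490), with a log2 ratio of 1.17 (standard error 0.17, limma adjusted p = 0.0253), but its adjusted p rose above 0.05 in 5 of the 6 fits that left out an array and reached 0.139 with the methods' t-test. The same 3 genes passed when adjusted over the list alone; the study had picked *AtAOX1a* and *AtNDB4* on these arrays, so that this count is not independent evidence. *AtAOX1c* (AT3G27620) had a log2 ratio of 0.40 (standard error 0.14, limma adjusted p = 0.208), which is not past the threshold. For *AtNDA1*, *AtNDA2*, *AtNDB1*, *AtNDB2* and *AtNDC1* the log2 ratios lay between -0.10 and 0.14, and the lowest of their adjusted p was 0.395; the sign for *AtNDA1* changed when FSL0260 replicate 2 was left out. The probes of *AtAOX1d* and *AtAOX2* were well above background on 0 arrays, and no change can be given for them. *AtAOX1b* (AT3G22360) was not well above background on any DMSO array and was so on 2 FSL0260 arrays, so it was not tested. The lower limit of its increase was at least 2.13-fold. Its log2 signal with FSL0260 was dim and spread widely, at -5.02 ± 0.80 (SD, n = 3). Normexp background correction lowered such limits for the Table S1 genes, so this limit may depend on the correction too.

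As a set, the 9 tested genes were shifted upwards against the other genes (camera, inter-gene correlation 0.01, adjusted p = 4.47e-05 over the 4 sets tested). With fry, which tests a set without comparing it to other genes, the adjusted p was 6.52e-05. Since the study had picked *AtAOX1a* and *AtNDB4* on these arrays, the set was also tested without them, a test added after the data were seen; the adjusted p of the 7 genes left was then 0.0888 with camera, not past the threshold, and 0.0021 with fry, and their mean log2 ratio was 0.24. Other splits of the 6 arrays into 3 and 3, described in the closing section, did not exclude chance for the set tests. Their mean log2 ratio was 0.93 and their median 0.14, since 3 genes carried the increase. In the paper's reasoning, this increase is set beside the earlier transcriptome data on inhibitors of the electron transport chain.

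**Figure D2:**
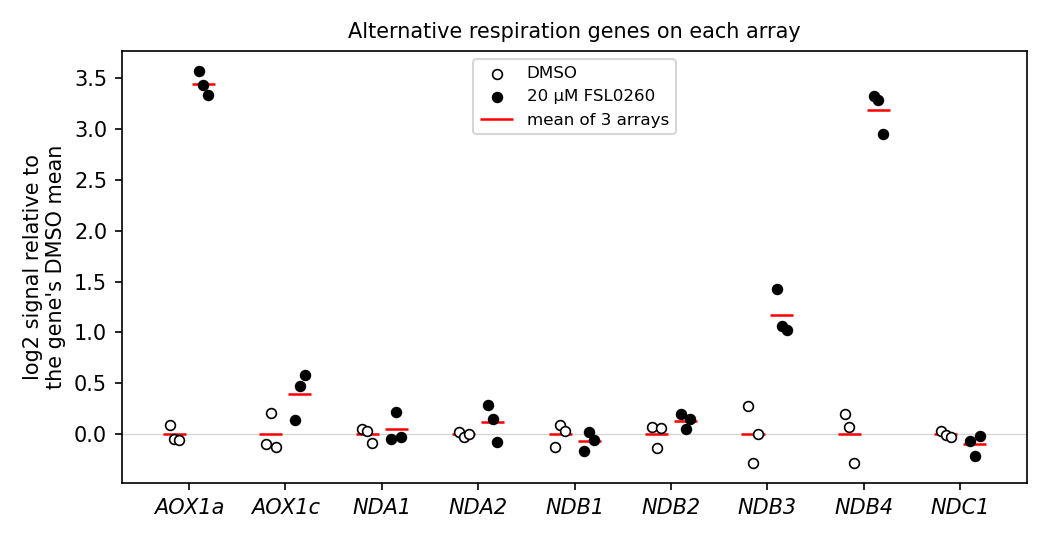
Log2 signal of the 9 tested alternative respiration genes on each of the 6 arrays, relative to the mean of the gene's 3 DMSO arrays; open circles are DMSO arrays, filled circles FSL0260 arrays and red lines the means of 3 arrays. The FSL0260 means of *AtAOX1a*, *AtNDB4* and *AtNDB3* lie above 1, and those of the other genes between -0.10 and 0.40.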

Our transcriptome analysis showed that alternative respiration pathway genes were up-regulated by FSL0260 treatment, thus we speculated that FSL0260 works as a mitochondrial inhibitor. To verify this hypothesis, we first examined whether mitochondrial inhibitors affected salinity-stress responses. Four-day-old plants were treated with rotenone and piericidin A (which are complex I inhibitors), malonate (complex II inhibitor), antimycin A (AA) (complex III inhibitor), and KCN (complex IV inhibitor) for 24 h, respectively. They were subsequently treated with NaCl for 4 days and their survival rate was checked. Plants treated with rotenone or piericidin A were able to survive in a dose-dependent manner under high salinity stress; however, malonate, AA and KCN were unable to rescue plants under high salt conditions (Fig. 3a,b). We confirmed that rotenone treatment, as well as the FSL0260 treatment, increased gene expressions of *AtAOX1a* and *AtNDB4* (Supplementary Fig. S3), suggesting that the inhibition of complex I enhances salt-stress tolerance and that FSL0260 is also an inhibitor of mitochondrial complex I.

**Figure 3:**
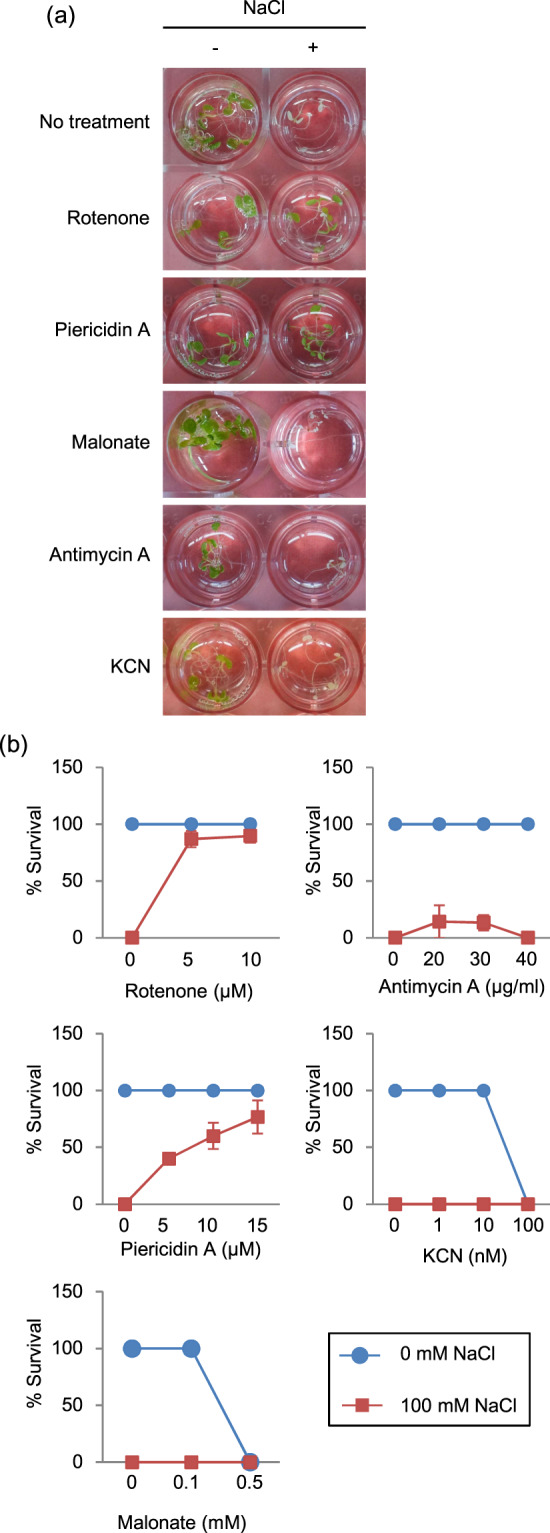
Inhibitors of mitochondrial complex I enhance high salinity stress tolerance. (**a**) Morphology of seedlings treated with 5 µM rotenone, 15 µM piericidin A, 0.1 mM malonate 40 µg/mL antimycin A (AA) and 10 nM KCN with or without subsequent treatment with 100 mM NaCl for 4 days. DMSO was used as negative control. Inside diameter of the well is 15.4 mm. (**b**) Survival rate of plants treated with various mitochondrial inhibitors under high-salinity conditions. The survival rate of 15 plants was calculated 4 days after NaCl treatment. Lines with circles and squares designate the survival rates of inhibitor-treated plants under normal and salt-stress growth conditions, respectively. The experiment was conducted using three biological replicates. Error bars represent the mean ± SE.

### FSL0260 binds to mitochondrial complex I and inhibits its activity in plants

To investigate whether FSL0260 inhibits mitochondrial complex I activity, we isolated mitochondria from potato tubers and measured complex I activity in two ways: (1) oxygen consumption rate (OCR) was measured as an index for oxidation of deamino-NADH, which is an NADH analog and specific substrate of complex I^18^. FSL0260 treatment inhibits oxidation of deamino-NADH in a dose-dependent manner (Fig. 4a); and (2) we assessed oxidation of deamino-NADH by spectrometry. Results showed that FSL0260 treatment decreased oxidation of deamino-NADH in a concentration-dependent manner (Fig. 4b), suggesting that FSL0260 has inhibition activity in respect of mitochondrial complex I (IC50 = 45.1 µM). Furthermore, we measured OCR for assessing activity of complex IV and activity of complex II by spectrometry. These results confirmed that FSL0260 did not inhibit complex II and IV (Supplementary Fig. S4a,b). We also assessed whether FSL0260 worked in mammalian mitochondria, and found that it did not inhibit mitochondria isolated from the bovine heart (Supplementary Fig. S5), suggesting that FSL0260 preferably inhibits plant mitochondria.

**Figure 4:**
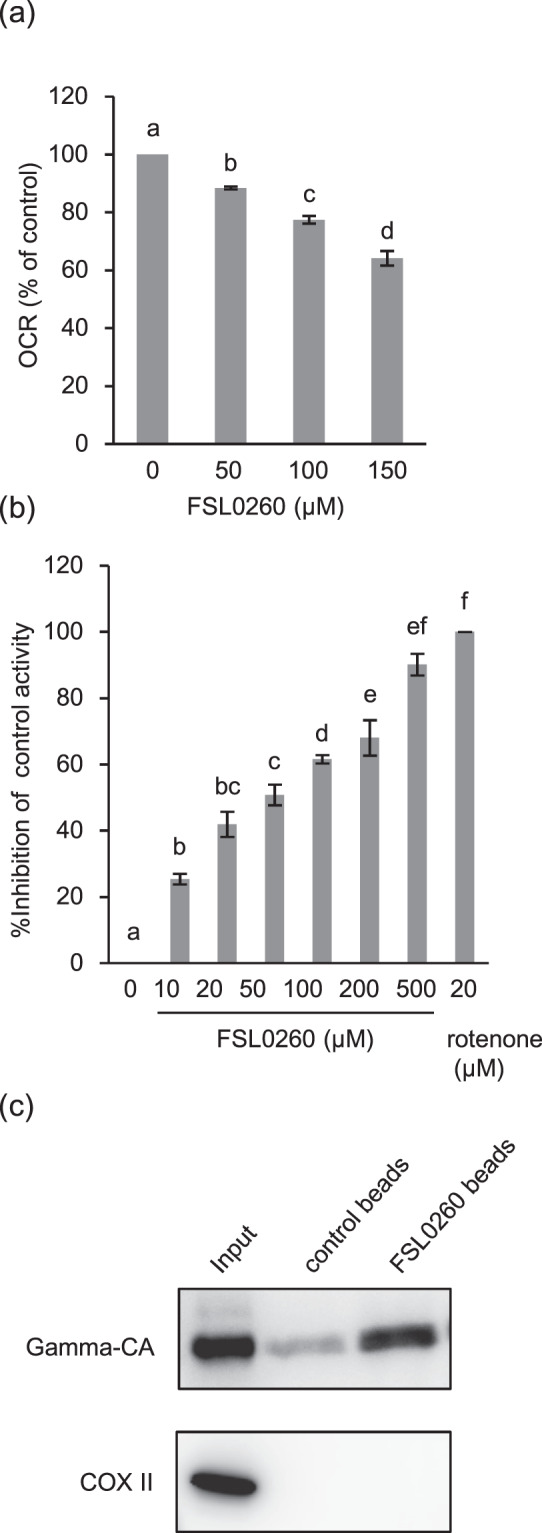
FSL0260 interacts with mitochondrial complex I and inhibits its activity. (**a**) Inhibition of complex I by FSL0260. Oxygen consumption rate (OCR) of isolated mitochondria from potato tuber was monitored with deamino-NADH in the absence or presence of FSL0260. (**b**) Inhibition of deamino-NADH oxidation by FSL0260. Deamino-NADH oxidation was measured by spectrometry using sonicated mitochondria isolated from the potato tuber. The experiment was conducted using three biological replicates. Error bars represent the mean ± SE (n = 3). (**c**) Pull-down assay of FLS0260. Sonicated potato mitochondria were incubated with control or FSL0260 beads. Immunoblot assay was performed using an anti-gamma CA antibody and an anti-COX II antibody.

To confirm whether FSL0260 binds to mitochondrial complex I, a pull-down assay was performed using FSL0260-fixed agarose beads. Gamma-CA, a subunit of mitochondrial complex I, was significantly pulled down with FSL0260-bound beads. Control beads bound only slightly with gamma-CA (Fig. 4c). COX II, a subunit of mitochondrial complex IV, was not pulled down with both control beads and FSL0260-bound beads (Fig. 4c), indicating the physical interaction of FSL0260 and mitochondrial complex I. These results revealed that FSL0260 is a novel inhibitor of mitochondrial complex I in plants.

### FSL0260 enhances the detoxification of ROS under high salinity-stress conditions

The accumulation of O_2_^•−^ and H_2_O_2_, which are the two main ROS components induced by salt stress, normally results in oxidative damage. We investigated the accumulation of O_2_^•−^ and H_2_O_2_ in FSL0260-treated plants under salt-stress conditions using NBT to detect O_2_^•−^ and DAB staining for monitoring H_2_O_2_. The cotyledons of NaCl-treated plants were significantly stained by NBT and DAB, indicating that O_2_^•−^ or H_2_O_2_ were highly accumulated under salinity-stress conditions. NBT staining showed that FSL0260 treatment led to a greatly reduced accumulation of O_2_^•−^ in plants (Fig. 5a). DAB staining also showed decreased accumulation of H_2_O_2_ by FSL0260 treatment (Fig. 5b). Some chemical compounds – such as ascorbic acid – have radical scavenging activity, thus we confirmed that FSL0260 itself did not show antioxidant activity (Supplementary Fig. S6a,b). FSL0260 treatment induced AOX, thus we investigated ROS level of plants treated with both FSL0260 and salicylhydroxamic acid (SHAM) which is an inhibitor of AOX. The reduction of O_2_^•−^ by FSL0260 under salt stress was repressed by SHAM (Supplementary Fig. S7). These data suggested that up-regulation of alternative respiration pathway by FSL0260 detoxifies ROS and enhances salinity-stress tolerance in *A. thaliana*.

**Figure 5:**
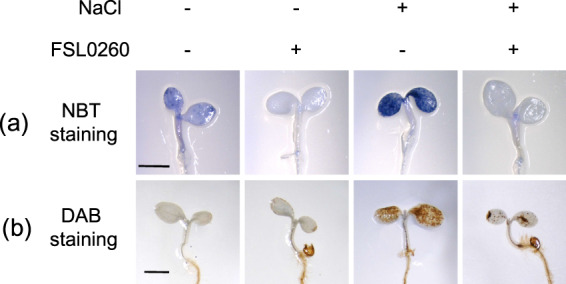
ROS accumulation is reduced by FSL0260 treatment. NBT and DAB staining were used to assess the accumulation of O_2_•− and H_2_O_2_, respectively. *Arabidopsis thaliana* plants were treated with NaCl for 6 h in the presence or absence of 20 µM FSL0260. Bar = 1 mm. Each treatment was analyzed using 10 plants. Three biological repeats were performed.

### FSL0260 treatment enhances high-salinity tolerance by decreasing the accumulation of ROS in rice

To confirm whether FSL0260 enhances the tolerance of monocots to salt stress condition, 8-day-old rice seedlings were treated with FSL0260 for 2 days, and then plants were treated with 250 mM NaCl for 7 days. Under normal condition, no significant morphological differences were observed between control plants and FSL0260 treated plants (Fig. 6a). On the other hand, FSL0260 treated plants showed increased shoot growth compared to non-treated plants under salt stress condition (Fig. 6b,c), suggesting that FSL0260 enhances salinity stress tolerance in rice as well as *A. thaliana*.

**Figure 6:**
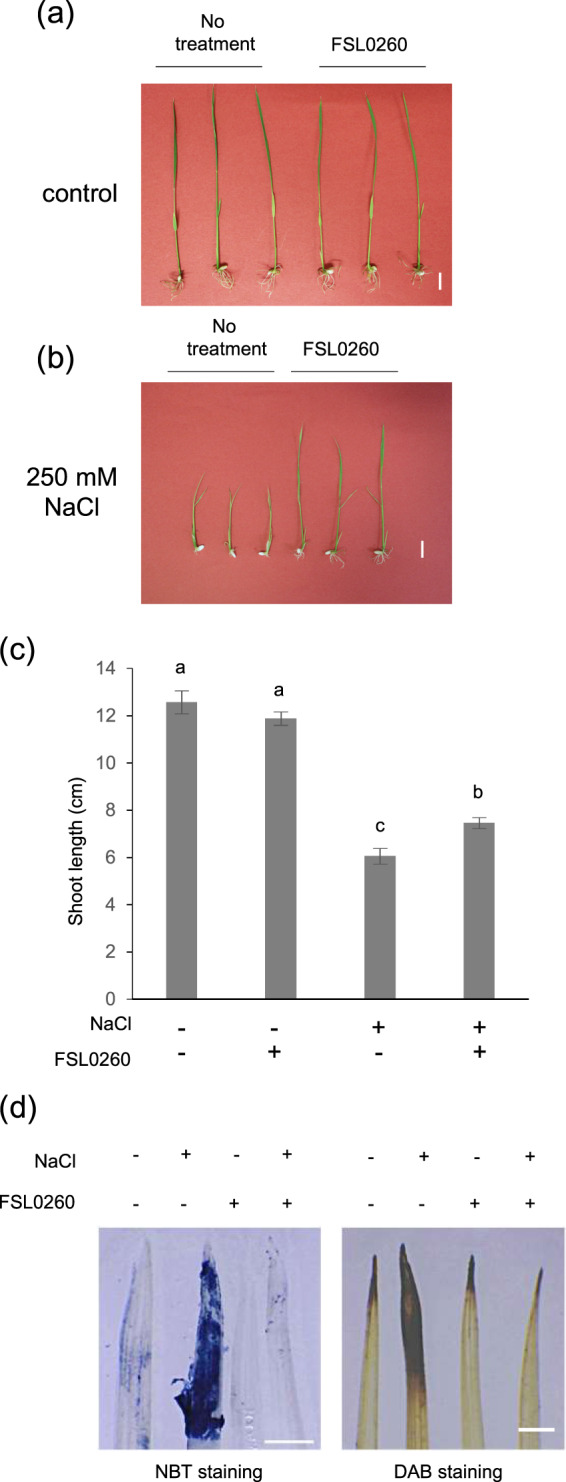
FSL0260 enhances high salinity stress tolerance in *Oryza sativa*. Morphology of rice seedlings without NaCl (**a**), and treated with 250 mM NaCl for 7 days in the presence or absence of 20 µM FSL0260 (**b**). DMSO was used as negative control. Bar = 1 cm. (**c**) Shoot length of rice seedlings under normal condition and salt stress. (d) NBT and DAB staining were used to assess the accumulation of O_2_^•−^ and H_2_O_2_, respectively. 7-day-old rice were treated with NaCl for 24 h in the presence or absence of 20 µM FSL0260. Bar = 1 mm. Three biological repeats were performed.

FSL0260 treatments enhanced ROS detoxification and improved the salt stress tolerance of *A. thaliana* plants. We verified that salinity stress tolerance in rice is also due to the detoxification of ROS by NBT and DAB staining. Rice leaves were more extensively stained by NBT and DAB under salinity stress condition than under control condition (Fig. 6d). However, the intensity of the NBT and DAB staining decreased in FSL0260 treated plants under salt stress condition, suggesting that FSL0260 inhibited ROS accumulation (Fig. 6d), implying that FSL0260 increases salinity tolerance in rice by inhibiting ROS accumulation, similar to its effects in *A. thaliana*.

## Discussion

In this study, we identified a novel compound FSL0260 enhancing salinity-stress tolerance from the chemical screening. The results suggest that FSL0260 has inhibitory activity of mitochondrial complex I and this inhibition induces an alternative respiration pathway including *AtAOX1a* and *AtNDB4*. Up-regulation of an alternative respiration pathway by FSL0260 treatment is associated with reduction in ROS accumulation, leading to enhanced salinity-stress tolerance in plants.

Our results are consistent with a previous report showing that *Arabidopsis* plants overexpressing *AtAOX1a* genes exhibited increased salt-stress tolerance following lower ROS levels under salinity stress^19^. The RNAi line of *AtNDB4* showed reduction in ROS accumulation and salt-stress tolerance caused by enhancing *AtNDB2* and *AtAOX1a*^20^, and plant overexpressing both *AtNDB2* and *AtAOX1a* showed increased NADH oxidation rates and enhanced tolerance to drought and high-light stress^21^, suggesting that there is functional link between AtNDB and AtAOX and total amount of alternative respiration pathway-related genes affects ROS detoxifying activity. Thus, upregulation of both *AtNDB4* and *AtAOX1a* by FSL0260 treatment probably contributes to decrease ROS accumulation and enhances salt stress tolerance.

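Among the genes linked to mitochondrial stress, *AT12CYS-2* (AT5G09570) had a log2 signal of 1.82 ± 0.09 (SD, n = 3) in plants treated with DMSO and 4.37 ± 0.10 (SD, n = 3) in FSL0260-treated plants. Its log2 ratio was 2.55, a 5.84-fold increase (standard error 0.08, limma adjusted p = 3e-05). *AtNAC013* (AT1G32870), a NAC transcription factor, rose from 0.22 ± 0.06 (SD, n = 3) to 2.48 ± 0.10 (SD, n = 3), a log2 ratio of 2.26 (standard error 0.07, limma adjusted p = 3.06e-05). *AtNAC044* (AT3G01600) rose from -1.14 ± 0.19 (SD, n = 3) to 0.76 ± 0.22 (SD, n = 3), a log2 ratio of 1.90 (standard error 0.14, limma adjusted p = 0.00157). With each array left out in turn, the log2 ratios stayed between 2.49 and 2.60, between 2.22 and 2.32 and between 1.82 and 2.03, in that order. The adjusted p of *AtNAC044* was 0.0503 with the methods' t-test, just above the threshold, while both other genes stayed below it. For each of the 3 genes every FSL0260 array was brighter than every DMSO array.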

Our microarray data indicated that the expression of some mitochondrial stress responsive genes was upregulated by FSL0260 treatment. Previous report showed that the expression of *AT12CYS-2* was induced by inactivation of mitochondrial complex I^22^. AtNAC013 and AtNAC044, NAC family transcription factors, have been demonstrated to play crucial roles in mitochondrial retrograde signaling^23,24^. AtNAC013 induces transcription of *AtAOX1a* and *AT12CYS-2* under mitochondrial stress, and *Arabidopsis* plants overexpressing *AtNAC013* genes exhibited increased oxidative-stress tolerance following lower ROS levels under salinity stress^24^. These data provided support the observation that FSL0260 inhibits mitochondrial complex I activity and induces the alternative respiration pathway.

Mitochondrial complex I in *Arabidopsis* is composed of at least 49 subunits, 40 of which represent homologs of bovine complex I and 9 of which are unique to plants^25,26^. In rice, 33 subunits were classified as the component of complex I^27,28^ and they showed the high conservation with that in *Arabidopsis thaliana*^29^. Some deficient mutants of complex I have been reported to improve abiotic stress tolerance in plants. CMSII mutant that has deletion of the *NAD7* in tobacco (*Nicotiana sylvestris*) was found to be more resistant to ozone stress^30^. And *bir6* mutant which is abnormal splicing of NAD7 subunit, enhanced salt and osmotic stress tolerance in *Arabidopsis*^31^. The *ndufs4* mutant (the T-DNA insertion mutant of NDUFS4-encoded 18 kDa Fe-S protein of complex I in *Arabidopsis*) showed enhanced tolerance to cold, mild salt and osmotic stress^32^. Although ROS levels under stress conditions have not been mentioned in these mutants, transcription of the alternative respiration pathway was up-regulated in the CMSII, *ndufs4* and *bir6* mutants^33^. In addition, a mutant of *OsNDUFA9* encoding a mitochondrial complex I subunit in rice was embryo lethal but *OsAOX1a* and *OsAOX1b* were upregulated in the mutant^34^. These observations support our conclusion that inhibition of mitochondrial complex I by FSL0260 enhances an alternative respiration pathway and detoxifies ROS under salinity stress.

Previous reports described that AA treatment induced the expression of *AtAOX1a* and *AtNDB4*^22,35^. However, our result showed that AA treatment did not rescue plants from salinity stress. To investigate cause of this discrepancy, we analyzed ROS accumulation in plants treated with AA. The accumulations of O_2_^•−^ were not significantly different between plants treated with and without AA under salt stress condition (Supplementary Fig. 8), indicating that AA could not repress ROS production even though alternative respiration pathway was activated. We speculated that AOX activation could not fully compensate the inhibition of complex III by AA, then ROS was accumulated in plants treated with AA. The *ppr40-1* knockout mutant which impaired electron transport through complex III, enhanced ROS accumulation and showed the increased sensitivity to salt stress, although gene expression of AOX was upregulated in this mutant^36^, supporting our speculation.

In addition to FSL0260, rotenone and piericidin A also enhanced salinity-stress tolerance in plants. Compared with rotenone, the results suggested that FSL0260 preferentially inhibits plant mitochondrial complex I due to its binding site. Rotenone has been reported to bind to the quinone-binding pocket formed by the PSST, ND1 and the 49-kDa subunit, which are conserved in both mammals and plants^37,38^. It is possible that FSL0260 binds to plant-specific subunits of mitochondrial complex I, resulting in its preference. Fenpyroximate, a mitochondrial complex I inhibitor, displays a selective toxicity to mites and was marketed as an acaricide in the 1990s^39^. This selectivity was caused by rapid hydrolysis in mammals compared with mites^40,41^, suggesting that selectivity in species has advantages in agricultural applications. Although a toxicity test using experimental animals is required to confirm the selectivity of FSL0260, we may expect that FSL0260 could be used as a vitalizing agent in agriculture to enhance salinity-stress tolerance without toxicity to humans.

## Methods

### Plant materials and growth conditions

*A. thaliana* (ecotype Columbia-0) seeds were sterilized and sown in half-strength Murashige and Skoog (MS) liquid medium supplemented with 1% sucrose and 0.1% agar. The plants were grown under previously described conditions^15^. Four-day-old plants were treated with compounds for 24 h, with or without subsequent treatment with 100 mM NaCl (WAKO, Japan). The NaCl solution was added into the medium containing both compound and plants. The survival rate of 20 plants was calculated 4 days after the NaCl treatment. The experiment was conducted using three biological replicates.

For rice experiments, *Oryza sativa* L. cv. Nipponbare seeds were germinated in water at 28 ^◦^C for 3 days, and then transferred to 50 ml tube containing 1/2 MS liquid medium and growth (16-h-light/8-h-dark cycle at 22 °C). For salt stress test, 8-day-old plants were treated with FSL0260 and incubated for 2 days with or without subsequent treatment with 250 mM NaCl for 7 days. Seedling length was measured using ImageJ software (https://imagej.nih.gov/ij/index.html). The data was analyzed from 12 plants for each treatment. The experiment was conducted using two independent biological replicates.

### Chemical materials

The chemical library (10 mg mL^−1^ of each compound in dimethylsulfoxide (DMSO, 5 µL)) was obtained from the RIKEN NPDepo (http://www.cbrg.riken.jp/npedia/?LANG=en). The synthesis of FSL0260 is described in Supplemental methods. Rotenone and Antimycin A (AA) were purchased from Sigma-Aldrich (St. Louis, USA). KCN and Malonate were purchased from WAKO (Osaka, Japan). Piericidin A was purchased from BioAustralis (Smithfield, Australia). Salicylhydroxamic acid was purchased from Tokyo Chemical Industry Co., Ltd. (Tokyo, Japan).

### Chemical library screening

We sowed 5–6 Col-0 seeds in each well containing 500 µL of half-strength MS liquid medium containing 10 µg mL^−1^ chemical in a 48-well plate. Seedlings were grown for 5 days and 100 mM NaCl was added. The survival rates were checked 4 days after the NaCl treatment.

### Measurement of chlorophyll content

Four-day-old *A. thaliana* plants were treated with 0–40 µM FSL0260 for 24 h and then exposed to 100 mM NaCl for 72 h. We then measured the chlorophyll content of 30–50 mg of seedlings for each treatment as previously described^15^. The experiment was conducted with three biological replicates. Statistical significance was determined by ANOVA, followed by post-hoc Tukey’s tests. Means that differed significantly (P < 0.05) are indicated by different letters.

### RNA extraction

Total RNA was extracted from 5-day-old *A. thaliana* seedlings treated with 20 µM FSL0260 for 24 h, with or without subsequent treatment with 100 mM NaCl for 2 h. DMSO was used as a negative control. For qRT-PCR, total RNA was extracted from 5–10 plants using the Plant RNA reagent (Thermo Fisher Scientific, Waltham, USA) as previously described^42^. For microarray analysis, total RNA was extracted from 20 plants with an RNeasy Plant Mini Kit (Qiagen, Hilden Germany) according to the manufacturer’s instructions. The quality of the extracted total RNA was evaluated using a Bioanalyzer system (Agilent, Santa Clara, USA). The experiment was conducted using three biological replicates.

### Microarray analysis

A microarray analysis was completed as previously described^42^. The microarray data were deposited in the GEO database (GEO ID: GSE128820). Each treatment was analyzed using three biological replicates, and a total of ten plants was sampled for each treatment and/or repeat. Genes with an expression log2 ratio ≥ 1 [t test analysis, Benjamini–Hochberg correction (FDR) < 0.05] were identified as up-regulated genes. Gene Ontology assignments for *Arabidopsis* genes were obtained from TAIR (www.arabidopsis.org).

### Quantitative real-time PCR analysis

First-strand cDNA synthesis was performed with a PrimeScript™ RT reagent Kit (Takara, Kusatsu Japan) for quantitative real-time polymerase chain reaction (qRT-PCR) analysis. The qRT-PCR was conducted as previously described^15^ and 18S rRNA was used as a reference gene. The experiment was conducted using three biological replicates, and a total of ten plants was sampled for each treatment and/or repeat. The qRT-PCR primer sequences are shown in Table S2.

### Protein extraction and immunoblot analysis

Seedlings were pulverized in liquid nitrogen with a multi beads shocker (Yasui Kikai, Osaka, Japan), and an SDS sample buffer (without β-mercaptoethanol) was added. After centrifugation at 15,000 rpm for 5 min at 4 °C, the supernatants were transferred into clean tubes. Total proteins were separated onto 12.5% (w/v) acrylamide gels by non-reducing SDS-PAGE. Immunoblotting was performed as described previously^43^ using anti-AOX1/2 (AS04 054), anti-Gamma CA (AS17 4114) and anti-COX II (AS04 053A) (Agrisera, Vännäs, Sweden).

### Isolation of mitochondria

Potato tubers (*Solanum tuberosum* L.) were purchased from local markets. Isolation of intact mitochondria from potato tubers was performed according to Yoshida *et al*.^44^.

### Measurement of oxygen uptake rate by isolated mitochondria

Oxygen uptake rates were measured polarographically with a Clark-type oxygen electrode (Rank Brothers, Cambridge, UK) at 25 °C in 1 mL of air-saturated medium containing 0.3 M sucrose, 10 mM KH_2_PO_4_, 10 mM TES and 10 mM MgCl_2_ (pH 6.8). NADH:ubiquinone oxidoreductase activity was measured for 40 µg of mitochondria which were freeze–thawed three times in the presence of 1 mM deamino-NADH (Sigma-Aldrich, St. Louis, USA). Percentage FSL0260 resistance was calculated using the formula in Eq. (1):

1 $$ \% {\rm{FSL0260}}\,{\rm{resistance}}=\{[{\rm{Rate}}+{\rm{FSL0260}}]/[{\rm{Rate}}-{\rm{FSL}}0260]\}\times 100 \% $$

where Rate is the rate of oxygen consumption (nmol oxygen min^−1^ mg^−1^ of protein).

### Measurement of enzymatic activity

Complex I activity was measured by a modified version of a published method^45,46^. Mitochondria were suspended in 0.35 M mannitol, 0.25 M sucrose and 25 mM TES (pH 7.8). The suspension was sonicated for 6 × 5 s (maximum output), and the debris was removed by centrifugation for 10 min at 16,000 g. The supernatant was used for the experiments. The rate of deamino-NADH oxidation by 0.7 µg sonicated mitochondria was measured spectrophotometrically at 340 nm in a medium containing 50 mM potassium buffer (pH7.5), 1 mM EDTA, 2 mM KCN and 25 µM ubiquinone at 30 °C. The reaction was started by adding 0.2 mM deamino-NADH.

### Pull-down assay

FSL0260 beads were prepared as previously described^47^. We incubated 150 µg sonicated potato mitochondria with FSL0260 beads in 1 mL binding buffer containing 50 mM Tris HCl (pH 7.5), 150 mM NaCl, 0.5% Tween 20, 0.1 mM EDTA and Protease Inhibitor Cocktail for plant cells (Sigma-Aldrich St. Louis, USA) for 3 h at 4 °C. The beads were then washed three times in 1 mL binding buffer and eluted with an SDS sample buffer. The eluted protein was then subjected to SDS-PAGE.

### Staining to detect superoxide anion and hydrogen peroxide

Five-day-old *A. thaliana* plants treated with 20 µM FSL0260 for 24 h, with or without a subsequent treatment with 100 mM NaCl for 6 h and 5 h, were stained for NBT and DAB. For the rice experiments, 8-day-old *O. sativa* L. cv. Nipponbare plants treated with 20 µM FSL0260 for 24 h, with or without a subsequent treatment with 200 mM NaCl for 24 h, were stained for NBT and DAB. NBT and DAB staining was conducted as previously described^13^.

## Supplementary information

Supplementary information and .

# Supplementary material for: Inhibition of mitochondrial complex I by the novel compound FSL0260 enhances high salinity-stress tolerance in Arabidopsis thaliana
**Source:** Sci Rep. 2020 May 26;10:8691. doi: 10.1038/s41598-020-65614-9
**Supplement:** Supplementary file 1 — Supplementary information and .

**Inhibition of mitochondrial complex I by the novel compound FSL0260 enhances high salinity-stress tolerance in *Arabidopsis thaliana***

Kaori Sako<sup>1,2,9\*</sup>, Yushi Futamura<sup>3</sup>, Takeshi Shimizu<sup>3</sup>, Akihiro Matsui<sup>1,10</sup>, Hiroyuki Hirano<sup>4</sup>, Yasumitsu Kondoh<sup>3</sup>, Makoto Muroi<sup>3</sup>, Harumi Aono<sup>3</sup>, Maho Tanaka<sup>1</sup>, Kaori Honda<sup>3</sup>, Kenshirou Shimizu<sup>3</sup>, Makoto Kawatani<sup>3</sup>, Takeshi Nakano<sup>5,6</sup>, Hiroyuki Osada<sup>3,4</sup>, Ko Noguchi<sup>7</sup>, Motoaki Seki<sup>1,8,9,10\*</sup>

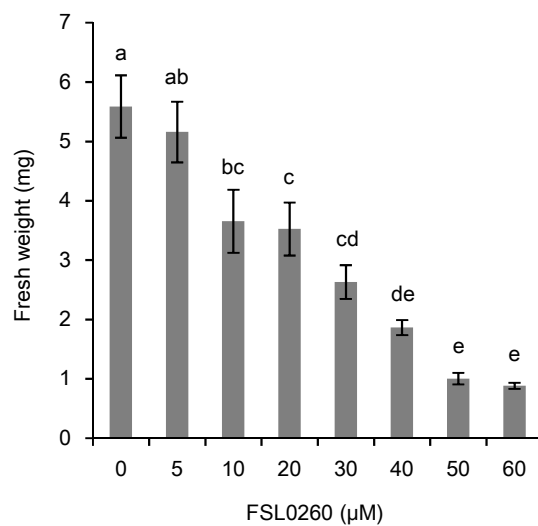

Supplementary figure 1. Fresh weight of plant treated with FSL0260. Plants were grown for 4 days and treated with 0-60 µM for 4 days, and then measured fresh weight. Error bars represent the mean  $\pm$  standard error (SE). Statistical significance was determined by ANOVA, followed by post-hoc Tukey's tests. Means that differed significantly ( $P < 0.05$ ) are indicated by different.

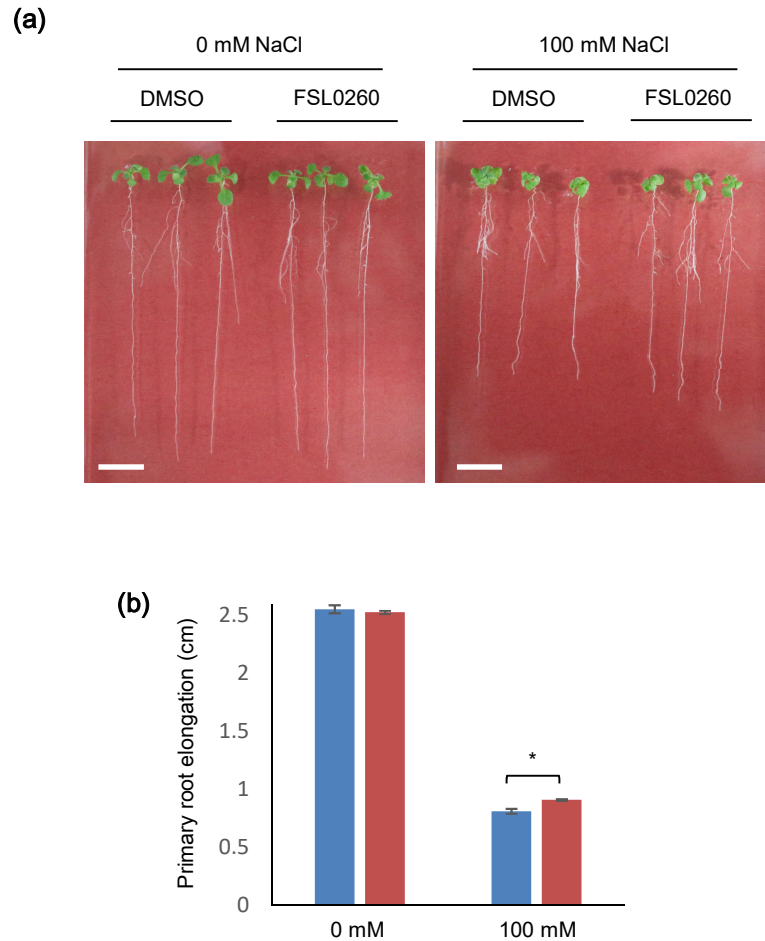

Supplementary figure 2. Root elongations of plant treated with FSL0260 under salinity stress. Plants were grown for 7 days in MS plates and transferred to MS plates containing 20  $\mu$ M FSL0260 for 2 days. Then plants were transferred MS plates containing 0 and 100 mM NaCl for 3 days. (A) Morphology of seedlings treated with 20  $\mu$ M FSL0260 with or without subsequent treatment with 100 mM NaCl for 3 days. DMSO was used as negative control. Bar = 1 cm. (B) Root elongation for 3 days were measured (n=15). Error bars represent the mean  $\pm$  standard error (SE). Significance was determined according to Student's t-test. \*P < 0.05

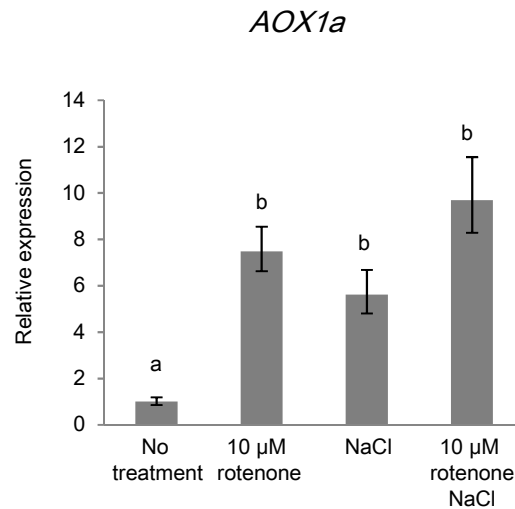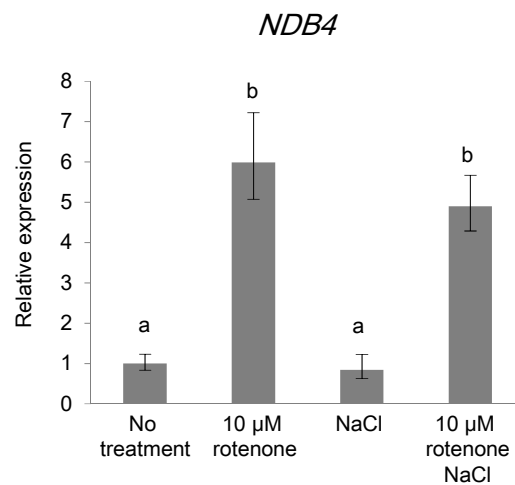

Supplementary figure 3. Gene expression analysis of plants treated with rotenone.

Relative expression levels of the AtAOX1a and AtNDB4 genes during salinity stress treatment for 0 and 2 h with or without 10  $\mu$ M rotenone. The expression level of the plants treated with DMSO was set as 1. 18S rRNA was used as an internal standard. Error bars represent the means  $\pm$  SE (n = 3). Statistical significance was determined by ANOVA, followed by post-hoc Tukey's tests. Means that differed significantly ( $P < 0.05$ ) are indicated by different letters.

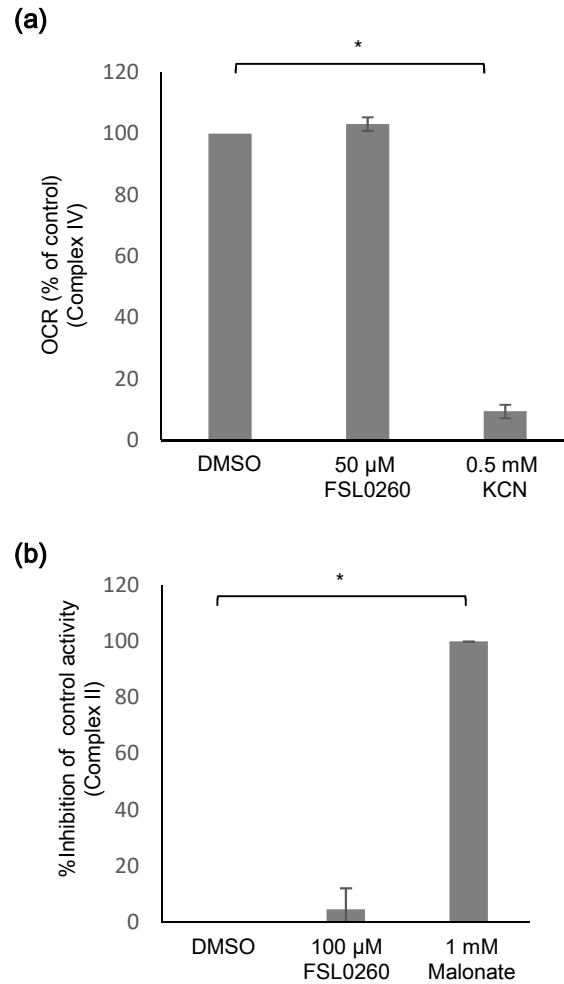

Supplementary figure 4. Activity of mitochondrial complex II and IV in mitochondria treated with FSL0260.

(a) Measurement of activity of complex IV. Oxygen consumption rate (OCR) of isolated mitochondria from potato tuber was monitored with cytochrome c in the absence or presence of FSL0260. (b) Activity of succinate dehydrogenase (Complex II). The reduction of 2,6-Dichloroindophenol Sodium Salt Dihydrate (DCPIP) was measured by spectrometry using isolated mitochondria with or without FSL0260. Error bars represent the mean  $\pm$  SE (n = 3). Significance was determined according to Student's t-test. \*P < 0.05.

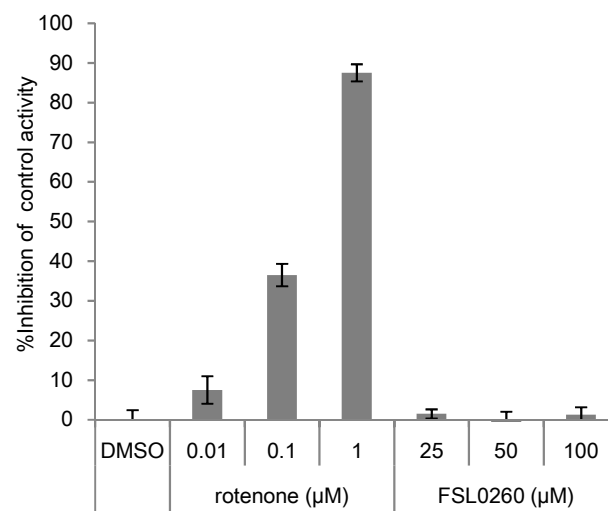

Supplementary figure 5. Inhibition activity of FSL0260 in mammalian mitochondria.

Inhibition of NADH oxidation by FSL0260. NADH oxidation was measured by spectrometry using mitochondria isolated from bovine heart tissue. Rotenone was used as positive control. The experiment was conducted using three biological replicates. Error bars represent the mean  $\pm$  SE (n = 3).

(a)

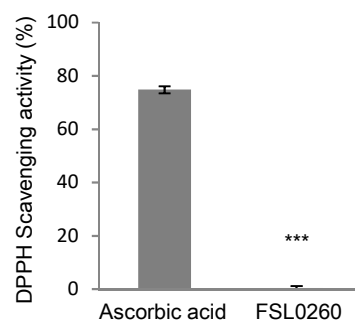

(b)

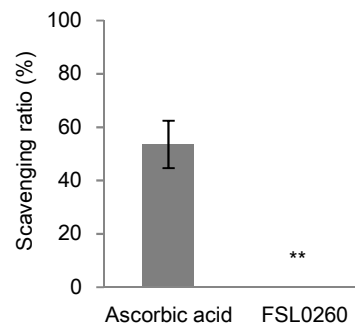

Supplementary figure 6. Radical scavenging activity of FSL0260.

(A) DPPH radical-scavenging activity of 1 mM FSL0260 was measured. 1 mM Ascorbic acid was used as positive control. Error bars represent the mean  $\pm$  standard deviation (SD). Significance was determined according to Student's t-test. \*\*\*P < 0.001.

(B) Superoxide anion radical-scavenging activities of 1 mM FSL0260 was measured. 1 mM Ascorbic acid was used as positive control. Error bars represent the mean  $\pm$  standard deviation (SD). Significance was determined according to Student's t-test. \*\*\*P < 0.01.

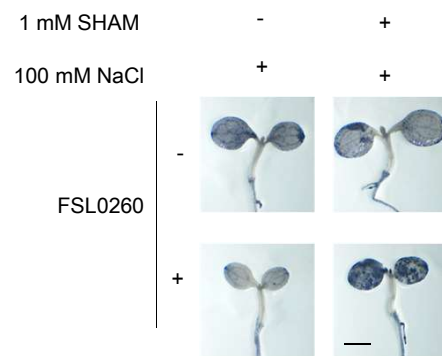

Supplementary figure 7. ROS level of plants treated with both FSL0260 and AOX inhibitor under salt stress. NBT staining were used to assess the accumulation of  $O_2^{\bullet-}$ . *Arabidopsis thaliana* plants were treated with or without FSL0260 for 24 h, and then treated with NaCl for 6 h in the presence or absence of 1 mM SHAM. Bar = 1 mm. Three biological repeats were performed.

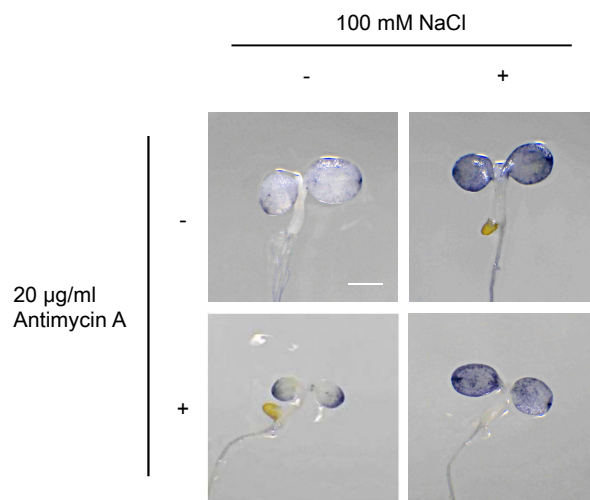

Supplementary figure 8. ROS level of plants treated with antimycin A under salt stress. NBT staining were used to assess the accumulation of  $O_2^{\bullet-}$ . *Arabidopsis thaliana* plants were treated with or without Antimycin A for 24 h, and then treated with NaCl for 6 h. Bar = 1 mm. Three biological repeats were performed.

Figure 2c

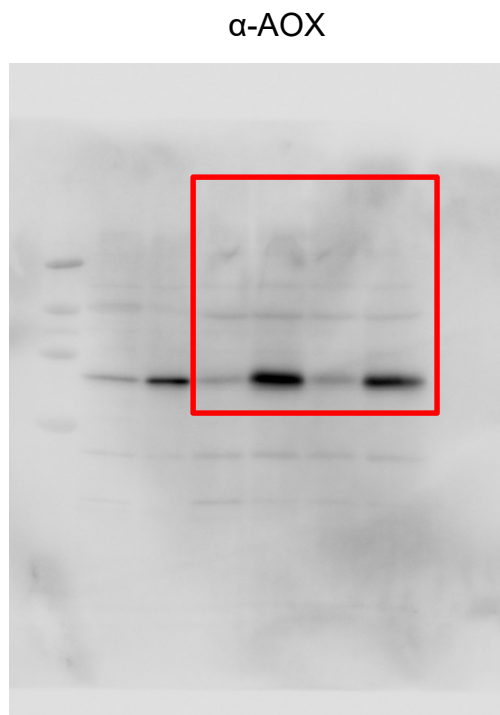

Figure 2d

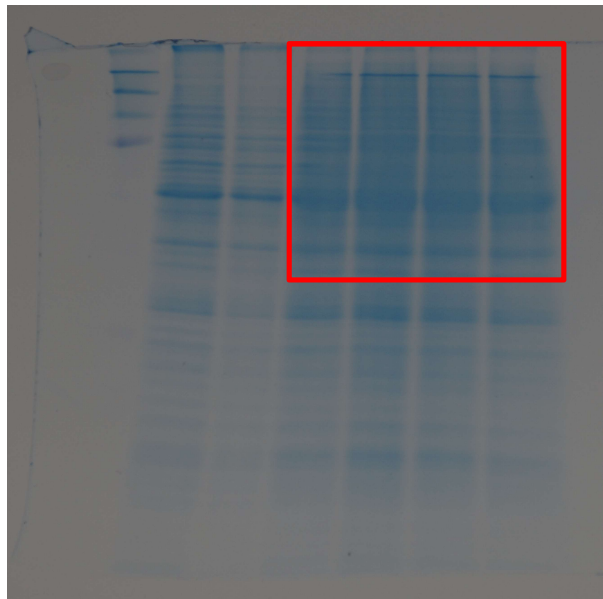

Supplementary figure 9. uncut blots  
The red sections mark blot results shown in the indicated figures.

Figure 4c

$\alpha$ -Gamma-CA

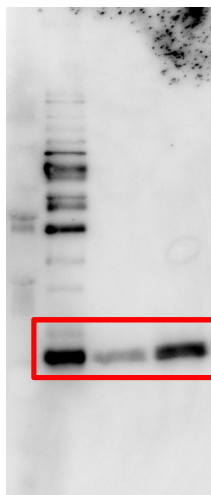

$\alpha$ -COX II

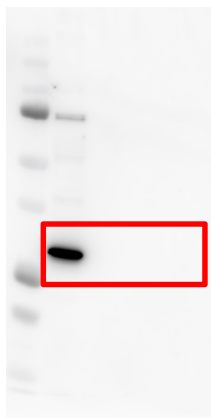

Supplementary figure 10. uncut blots  
The red sections mark blot results shown in the indicated figures.

**Table S1. Genes up-regulated by FSL0260 treatment.**

| AGI code <sup>a)</sup> | Gene description                                                                | ratio <sup>b)</sup> | p-value   | FDR   | GO cellular component |
|------------------------|---------------------------------------------------------------------------------|---------------------|-----------|-------|-----------------------|
| <i>AT1G02520</i>       | <i>ATP-BINDING CASSETTE B11 (ABCB11)</i>                                        | 1.358               | 9.577E-05 | 0.021 | plasma membrane       |
| <i>AT1G03660</i>       | <i>Ankyrin-repeat containing protein</i>                                        | 1.186               | 0.0001089 | 0.021 | -                     |
| <i>AT1G05330</i>       | <i>unknown protein</i>                                                          | 1.964               | 2.558E-06 | 0.007 | cytoplasm             |
| <i>AT1G10170</i>       | <i>NF-X-like 1 (NFXL1)</i>                                                      | 1.069               | 3.489E-06 | 0.007 | nucleus               |
| <i>AT1G23550</i>       | <i>similar to RCD one 2 (SRO2): NAD+ ADP-ribosyltransferase activity</i>        | 1.175               | 7.204E-05 | 0.020 | nucleus               |
| <i>AT1G24095</i>       | <i>Putative thiol-disulphide oxidoreductase DCC</i>                             | 1.001               | 9.567E-05 | 0.021 | -                     |
| <i>AT1G32870</i>       | <i>NAC domain protein 013 (NAC013)</i>                                          | 2.210               | 8.761E-06 | 0.008 | nucleus               |
| <i>AT1G72330</i>       | <i>alanine aminotransferase 2 (ALAAT2)</i>                                      | 1.593               | 0.0001041 | 0.021 | mitochondria          |
| <i>AT1G76600</i>       | <i>poly polymerase</i>                                                          | 1.234               | 4.727E-05 | 0.019 | nucleus               |
| <i>AT2G03130</i>       | <i>Ribosomal protein L12</i>                                                    | 3.428               | 0.0002774 | 0.032 | chloroplast           |
| <i>AT2G03230</i>       | <i>GCK domain-containing protein</i>                                            | 2.777               | 1.797E-05 | 0.011 | -                     |
| <i>AT2G03760</i>       | <i>sulphotransferase 12 (SOT12)</i>                                             | 3.034               | 1.398E-05 | 0.010 | cytoplasm             |
| <i>AT2G04050</i>       | <i>MATE efflux family protein</i>                                               | 3.558               | 6.826E-05 | 0.020 | plasma membrane       |
| <i>AT2G04070</i>       | <i>MATE efflux family protein</i>                                               | 2.876               | 4.209E-05 | 0.018 | plasma membrane       |
| <i>AT2G05420</i>       | <i>TRAF-like family protein</i>                                                 | 2.205               | 9.364E-05 | 0.021 | chloroplast           |
| <i>AT2G14070</i>       | <i>wound-responsive protein-related</i>                                         | 1.701               | 0.0001022 | 0.021 | -                     |
| <i>AT2G18193</i>       | <i>P-loop containing nucleoside triphosphate hydrolases superfamily protein</i> | 2.881               | 0.0001954 | 0.028 | plasma membrane       |
| <i>AT2G20800</i>       | <i>NAD(P)H dehydrogenase B4 (NDB4)</i>                                          | 2.838               | 8.592E-05 | 0.021 | mitochondria          |
| <i>AT2G21640</i>       | <i>unknown protein</i>                                                          | 3.102               | 6.553E-05 | 0.020 | mitochondria, nucleus |
| <i>AT2G28830</i>       | <i>PLANT U-BOX 12 (PUB12)</i>                                                   | 3.596               | 2.102E-05 | 0.012 | nucleus               |
| <i>AT2G32020</i>       | <i>Acyl-CoA N-acyltransferases (NAT) superfamily protein</i>                    | 2.076               | 1.357E-05 | 0.010 | cytoplasm             |

|           |                                                            |       |           |       |                          |
|-----------|------------------------------------------------------------|-------|-----------|-------|--------------------------|
| AT2G35480 | unknown protein                                            | 1.885 | 5.972E-06 | 0.007 | mitochondria             |
| AT2G36790 | UDP-glucosyl transferase 73C6 (UGT73C6)                    | 2.561 | 4.344E-05 | 0.018 | chloroplast              |
| AT2G36800 | don-glucosyltransferase 1 (DOGT1)                          | 2.295 | 0.0002214 | 0.029 | chloroplast              |
| AT2G38340 | DEHYDRATION RESPONSE ELEMENT-BINDING PROTEIN 19 (DREB19)   | 1.295 | 0.0001265 | 0.021 | nucleus                  |
| AT2G38823 | unknown protein                                            | 5.030 | 5.329E-05 | 0.020 | nucleus                  |
| AT2G41730 | unknown protein                                            | 5.077 | 2.219E-06 | 0.007 | nucleus                  |
| AT2G47520 | HYPOXIA RESPONSIVE ERF (ETHYLENE RESPONSE FACTOR) 2 (HRE2) | 4.322 | 9.798E-05 | 0.021 | nucleus                  |
| AT3G01600 | NAC domain containing protein 44 (NAC044)                  | 1.791 | 0.0002716 | 0.032 | nucleus                  |
| AT3G11020 | DRE/CRT-binding protein 2B (DREB2B)                        | 1.049 | 0.0001395 | 0.023 | nucleus                  |
| AT3G22370 | alternative oxidase 1A (AOX1A)                             | 3.330 | 2.278E-06 | 0.007 | mitochondria             |
| AT3G25250 | AGC2-1                                                     | 1.006 | 0.0006582 | 0.048 | plasma membrane, nucleus |
| AT3G25573 | unknown protein                                            | 1.414 | 9.756E-05 | 0.021 | plasma membrane          |
| AT3G45730 | unknown protein                                            | 2.101 | 0.0001611 | 0.024 | mitochondria             |
| AT3G54520 | unknown protein                                            | 1.739 | 0.0003733 | 0.036 | nucleus                  |
| AT3G58150 | Optic atrophy 3 protein (OPA3)                             | 3.613 | 0.000101  | 0.021 | mitochondria             |
| AT3G61630 | cytokinin response factor 6 (CRF6)                         | 1.858 | 6.849E-05 | 0.020 | nucleus                  |
| AT4G08555 | unknown protein                                            | 3.026 | 4.817E-06 | 0.007 | -                        |
| AT4G12735 | unknown protein                                            | 5.534 | 2.832E-06 | 0.007 | peroxisome               |
| AT4G15760 | monooxygenase 1 (MO1)                                      | 1.076 | 0.0004742 | 0.041 | endoplasmic reticulum    |
| AT4G25930 | unknown protein                                            | 3.337 | 0.0001042 | 0.021 | -                        |
| AT4G27580 | phosphatidylinositol transfer SFH5-like protein            | 1.796 | 0.0003491 | 0.036 | cell wall, mitochondria  |
| AT4G37030 | unknown protein                                            | 2.139 | 0.0002574 | 0.032 | -                        |
| AT4G37370 | cytochrome P450, family 8                                  | 2.090 | 4.222E-05 | 0.018 | endoplasmic reticulum    |

|           |                                                                                |       |           |       |              |
|-----------|--------------------------------------------------------------------------------|-------|-----------|-------|--------------|
| AT5G09570 | <i>At12CYS-2</i>                                                               | 2.510 | 3.561E-06 | 0.007 | mitochondria |
| AT5G13210 | <i>unknown protein</i>                                                         | 2.319 | 0.0001722 | 0.025 | chloroplast  |
| AT5G24640 | <i>unknown protein</i>                                                         | 5.835 | 1.594E-07 | 0.003 | nucleus      |
| AT5G40690 | <i>histone-lysine N-methyltransferase trithorax-like protein</i>               | 1.149 | 8.476E-05 | 0.021 | nucleus      |
| AT5G43450 | <i>2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase superfamily protein</i> | 3.178 | 6.971E-05 | 0.020 | cytoplasm    |
| AT5G52940 | <i>unknown protein</i>                                                         | 4.504 | 6.867E-06 | 0.007 | -            |
| AT5G54100 | <i>Stomatin-like protein 2 (SLP2)</i>                                          | 1.381 | 0.0002029 | 0.028 | mitochondria |
| AT5G54420 | <i>unknown protein</i>                                                         | 4.550 | 2.488E-05 | 0.013 | -            |
| AT5G54450 | <i>unknown protein</i>                                                         | 5.826 | 5.846E-06 | 0.007 | -            |
| AT5G54550 | <i>unknown protein</i>                                                         | 4.303 | 1.678E-05 | 0.011 | mitochondria |
| AT5G54560 | <i>unknown protein</i>                                                         | 3.241 | 3.121E-05 | 0.016 | mitochondria |
| AT5G55150 | <i>F-box SKIP23-like protein</i>                                               | 2.891 | 9.138E-05 | 0.021 | nucleus      |
| AT5G62480 | <i>glutathione S-transferase tau 9 (GSTU9)</i>                                 | 1.952 | 6.128E-05 | 0.020 | cytoplasm    |
| AT5G66480 | <i>unknown protein</i>                                                         | 2.231 | 5.879E-05 | 0.020 | chloroplast  |

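The table gives for each of the 58 genes a log2 ratio, the p-value of a t-test, a false discovery rate and the GO cellular component. Its footnote defines the ratio with plants treated with ethanol over plants treated with DMSO, while the arrays compare FSL0260 with DMSO. The authors also deposited log2 values after their own normalization between arrays, for 23944 features of the array, of which 20299 carry an AGI code. On these values, the difference between the FSL0260 and the DMSO means lay within 0.001 of the table's log2 ratio for all 58 genes. The p-values of the methods' t-test on the same values lay within 1% of the table's for all 58 genes. With the Benjamini-Hochberg adjustment over all 23944 features, 54 of the 58 genes had an adjusted p under 0.05. Storey's q-value, which scales that adjustment by the estimated share of unchanged features, here 0.658, was tried after the values were seen. It lay under 0.05 for all 58 genes and within 0.0005 of the table's false discovery rate in each, and at a log2 ratio of at least 1 it called 58 genes, all of them in the table. The methods text names the Benjamini-Hochberg correction and the table's footnote a q-value.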

a) AGI code registered in The Arabidopsis Information Resource (TAIR, <https://www.arabidopsis.org/>).

b) The values represent the log<sub>2</sub> ratio (plants treated with ethanol for 24 h/plants treated with DMSO for 24 h) >1, q<0.05

**Supplemental Table 2. Primer list**

| <b>Name</b>         | <b>sequences</b>       |
|---------------------|------------------------|
| <i>NDA1 qPCR F</i>  | CTCCGTGAGAGCAAGGAAGG   |
| <i>NDA1 qPCR R</i>  | GGCGAAGTGGAGGGGATATG   |
| <i>NDA2 qPCR F</i>  | CGAGAGCAAGGACGCAAAAG   |
| <i>NDA2 qPCR R</i>  | CAGTAGGCCGAGATTGAGAC   |
| <i>NDB1 qPCR-F</i>  | ACTTCATGGAGCAAGTTGGC   |
| <i>NDB1 qPCR-R</i>  | ATGGAAGCACAATCGCCAAC   |
| <i>NDB2 qPCR-F</i>  | ACTGACTCTCAAAGAGTTCC   |
| <i>NDB2 qPCR-R</i>  | CCGATTTGAACTCTTCGATC   |
| <i>NDB3 qPCR F</i>  | GCAACATTGCAAGAAAGCAG   |
| <i>NDB3 qPCR R</i>  | TTCTTGCTTCCTGGATCAATTT |
| <i>NDB4 qPCR F</i>  | TTGCCAAGTGTACCAATGG    |
| <i>NDB4 qPCR R</i>  | TGCGCATAAGACCACGAATG   |
| <i>NDC1 qPCR F</i>  | CAATGGCCGTTCTCTCCTC    |
| <i>NDC1 qPCR R</i>  | ACACCCTTGGCCTCTTGTTA   |
| <i>AOX1a qPCR F</i> | GCCATACTTGGATTCGGCTTTC |
| <i>AOX1a qPCR R</i> | AAGCCCAAAAGCCCATTGAC   |

## Supplemental methods

### Synthesis, general techniques

FSL0260 **4** was synthesized according to the procedure shown in Scheme 1 from diol **3**, which was obtained by reduction of the known ester **2**.<sup>1</sup>

**Scheme 1.** Synthesis of pyridinium salt FSL0260 **4**

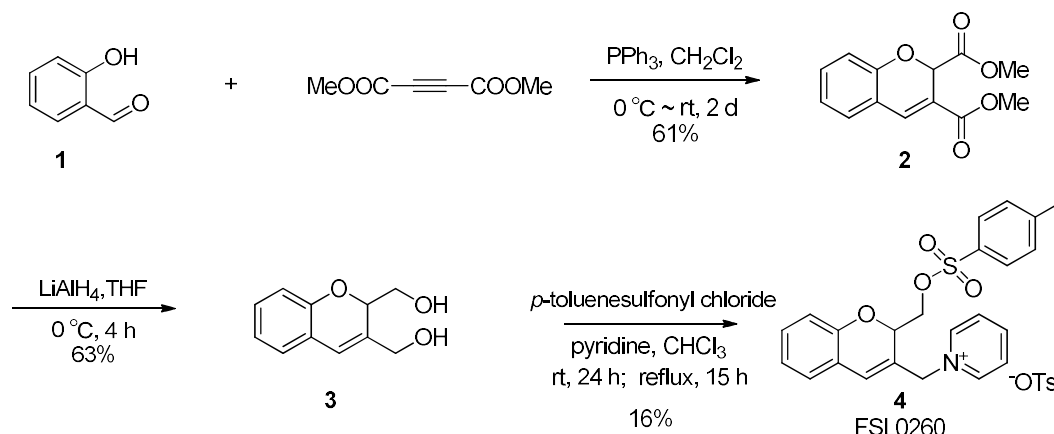

All solvents and reagents were reagent grade. Dehydrated THF was purchased from FUJIFILM Wako Pure Chemical Corporation. Reactions were monitored by thin layer chromatography (TLC) with 0.25 mm E. Merck precoated silica gel plates. Kanto chemical silica gel 60 N (spherical, neutral) (40-50  $\mu\text{m}$ ) was used for flash chromatography.  $^1\text{H}$  NMR spectra were recorded on a JEOL JNM-ECA-500 (500 MHz) spectrometer in  $\text{CDCl}_3$  with tetramethylsilane (0 ppm) as internal standard and in  $\text{CD}_3\text{OD}$  (3.30 ppm). The following abbreviations were used to explain the multiplicities: s: singlet, d: doublet, t, triplet, q: quartet, m: multiplet, br: broad.  $^{13}\text{C}$  NMR spectra were recorded on a JEOL JNM-ECA-500 (125 MHz) spectrometer in  $\text{CDCl}_3$  as solvent and internal standard (77.0 ppm) and in  $\text{CD}_3\text{OD}$  (49.0 ppm).

### (2H-Chromene-2,3-diyl)dimethanol (**3**)

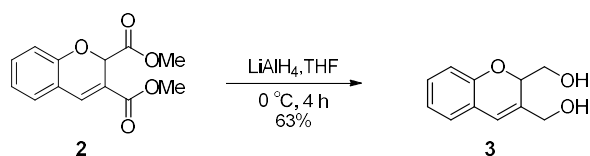

A solution of **2** (992 mg, 4.0 mmol) in dehydrated THF (10 mL) was added to a stirred suspension of  $\text{LiAlH}_4$  (455 mg, 12.0 mmol) in THF (10 mL) under  $\text{N}_2$  at 0  $^{\circ}\text{C}$ , then the mixture was stirred at 0  $^{\circ}\text{C}$  for 4 h. The reaction mixture was treated by successive dropwise addition of  $\text{H}_2\text{O}$  (0.5 mL), 1N NaOH solution (0.5 mL) and  $\text{H}_2\text{O}$  (1.5 mL). The mixture was filtered and the filtrate was concentrated *in vacuo*. The residue

was purified by flash chromatography (*n*-hexane : EtOAc = 1 : 1) to provide **3** as a pale yellow solid (480 mg, 63%).

**3** :  $^1\text{H}$  NMR (500 MHz,  $\text{CDCl}_3$ )  $\delta$  3.81 (dd,  $J$  = 11.5, 4.0 Hz, 2H), 3.87 (dd,  $J$  = 11.5, 5.5 Hz, 2H), 4.23 (d,  $J$  = 16.0 Hz, 1H), 4.25 (d,  $J$  = 16.0 Hz, 1H), 4.94 (dd,  $J$  = 5.5, 4.0 Hz, 1H), 6.49 (s, 1H), 6.84 (d,  $J$  = 7.5 Hz, 1H), 6.88 (dd,  $J$  = 7.5, 7.5 Hz, 1H) 7.00 (dd,  $J$  = 7.5, 1.5 Hz, 1H), 7.13 (ddd,  $J$  = 7.5, 7.5, 1.5 Hz, 1H).  $^{13}\text{C}$  NMR (125 MHz,  $\text{CDCl}_3$ )  $\delta$  63.3, 63.7, 115.8, 121.4, 121.6, 123.0, 126.9, 129.5, 132.8, 152.0.

#### 1-((2-((Tosyloxy)methyl)-2*H*-chromen-3-yl)methyl)pyridin-1-ium 4-methylbenzenesulfonate (**4**)

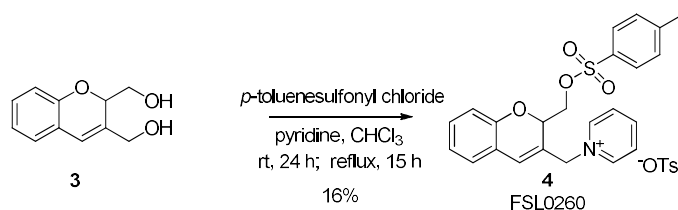

*p*-Toluenesulfonyl chloride (460 mg, 1.41 mmol) was added to a stirred solution of **3** (90.7 mg, 0.47 mmol) and pyridine (152  $\mu\text{L}$ , 1.88 mmol) in  $\text{CHCl}_3$  (1 mL) under  $\text{N}_2$  at 0  $^\circ\text{C}$ . The mixture was warmed to room temperature and stirred for 24 h. Then, the mixture was heated under reflux for 15h. After cooling to room temperature, the mixture was concentrated to afford yellow oil. The oil was diluted with  $\text{CHCl}_3$  (30 mL) and treated with *p*-toluenesulfonic acid solution (3 mL x 5). The  $\text{CHCl}_3$  layer was washed with brine, dried over  $\text{Na}_2\text{SO}_4$ , and concentrated to afford a pale yellow solid. The solid was recrystallized from  $\text{CHCl}_3$  and MeOH to afford **4** as a colorless solid (44.5 mg, 16%). **4** :  $^1\text{H}$  NMR (500 MHz,  $\text{CD}_3\text{OD}$ )  $\delta$  2.35 (s, 3H), 2.42 (s, 3H), 4.09 (dd,  $J$  = 11.5, 3.0 Hz, 1H), 4.13 (dd,  $J$  = 11.0, 6.0 Hz, 1H), 5.05 (dd,  $J$  = 6.0, 3.0 Hz, 1H), 5.38 (d,  $J$  = 15.5 Hz, 1H), 5.42 (d,  $J$  = 15.5 Hz, 1H), 6.62 (d,  $J$  = 8.0 Hz, 1H), 6.72 (s, 1H), 6.90 (ddd,  $J$  = 7.5, 7.5, 1.0 Hz, 1H), 7.06 (dd,  $J$  = 7.5, 1.5 Hz, 1H), 7.15 (ddd,  $J$  = 8.0, 7.5, 1.5 Hz, 1H), 7.21 (d,  $J$  = 8.0 Hz, 2H), 7.35 (d,  $J$  = 8.0 Hz, 2H), 7.61 (d,  $J$  = 8.0 Hz, 2H), 7.69 (d,  $J$  = 8.0 Hz, 2H), 8.16 (dd,  $J$  = 7.5, 6.0 Hz, 2H), 8.65 (t,  $J$  = 7.5 Hz, 1H), 9.04 (d,  $J$  = 6.0 Hz, 2H).  $^{13}\text{C}$  NMR (125 MHz,  $\text{CD}_3\text{OD}$ )  $\delta$  21.3, 21.6, 63.4, 69.7, 74.1, 117.3, 121.4, 123.1, 125.3, 127.0, 128.9, 129.0, 129.8, 129.9, 130.8, 131.1, 132.2, 133.8, 141.7, 143.6, 146.2, 146.8, 147.9, 152.8. HRMS(ESI):  $m/z$  calcd for  $\text{C}_{23}\text{H}_{22}\text{NO}_4\text{S}^+[\text{M}]^+$  408.1270, found 408.1259.

#### Salt stress test using Agar plates

*A. thaliana* (ecotype Columbia-0) seeds were sterilized and sown in MS medium supplemented with 1% sucrose and 0.8% agar. Seven-day-old plants were transferred to MS medium containing DMSO or 20  $\mu\text{M}$  FSL 0260 for 2 days, and then transferred to MS medium with or without 100 mM NaCl. The root elongations of 15 plants was measured 3 days after the NaCl treatment. The experiment was conducted using three biological replicates.

#### 1,1-Diphenyl-2-picryl-hydrazil (DPPH) free radical scavenging activity

This activity was measured by the procedure described by Blois (1958). The 100 µl of 0.2 mM DPPH mixed with Tris buffer (0.02M, pH 8.0) and sample. Thirty minutes later, the absorbance was measured at 517nm. Percent inhibition was calculated against a control without FSL0260. Ascorbic acid was used as positive control.

#### **Superoxide anion radical scavenging activity**

This assay was based on the reduction of nitro blue tetrazolium (NBT) in the presence of nicotinamide adenine dinucleotide (NADH) and phenazine methosulfate (PMS). The 200 µl reaction mixture contained 50 mL of 1M NBT, 150 mL of 1M NADH, Tris buffer (0.02M, pH 8.0) with or without sample. The reaction was started by adding 15 mL of 1M PMS to the mixture and the absorbance change was recorded at 560 nm after 2 minutes. Percent inhibition was calculated against a control without the extract. Ascorbic acid was used as positive control.

#### **Measurement of enzymatic activity of complex II and IV**

The enzymatic activity of complex II and complex IV derived from potato tuber were measured according to Huang et al.<sup>2</sup> and Jacoby et al.<sup>3</sup>, respectively.

#### **in vitro mammalian NADH-CoQ reductase activity test**

The enzymatic activity of complex I derived from bovine heart was determined using MitoCheck Complex I Activity Assay Kit (Cat. No: 700930, Cayman Chemical, Ann Arbor, MI, USA) as described previously<sup>4,5</sup>.

- 1 Bayat, M., Imanieh, H. & Hassanzadeh, F. Triphenylphosphine-catalysed one-pot synthesis of  $\gamma$ -butyrolactone derivatives and highly substituted enones via reaction of dimethyl acetylenedicarboxylate and aryl aldehydes. *Tetrahedron Letters* **51**, 1873-1875 (2010).
- 2 Huang, S., Lee, C. P. & Millar, A. H. Activity assay for plant mitochondrial enzymes. *Methods Mol Biol* **1305**, 139-149, doi:10.1007/978-1-4939-2639-8\_10 (2015).
- 3 Jacoby, R., Millar, A. & Taylor, N. Assessment of Respiration in Isolated Plant Mitochondria Using Clark-Type Electrodes. *Methods in Molecular Biology* **1305**, 165-185, doi:10.1007/978-1-4939-2639-8\_12 (2015).

4 Robke, L. *et al.* Discovery of the novel autophagy inhibitor aumitin that targets mitochondrial complex I. *Chem Sci* **9**, 3014-3022, doi:10.1039/c7sc05040b (2018).

5 Futamura, Y. *et al.* Bioenergetic and proteomic profiling to screen small molecule inhibitors that target cancer metabolisms. *Biochim Biophys Acta Proteins Proteom* **1867**, 28-37, doi:10.1016/j.bbapap.2018.06.001 (2019).

How the deposited data were processed for this re-analysis (not part of the article)

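The microarray experiment compared *A. thaliana* seedlings treated with 20 µM FSL0260 for 24 h with seedlings treated with DMSO, with 3 biological replicates each. Samples were assigned to treatments and replicates from the labels of the deposited series and the paper's methods. The qRT-PCR, protein, respiration, staining and rice experiments of the paper were not analysed here.

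The authors deposited 2 kinds of files. The first holds the scanner software's table for each array (Agilent Feature Extraction), with the intensity of each spot before any normalization between arrays: a processed signal after background subtraction and spatial detrending, the mean signal and the local background, and flags for spots that are well above background, saturated or outliers. The second is the authors' table of log2 values, for 23944 features of the array. Its normalization and its choice of features are not stated in the paper's text, which refers to an earlier article for the array method. Compared with log2 of the scanner's signal, the lowest correlation of its columns was 0.995, and the quartiles were nearly equal between arrays. Its features were named through the probe names of the scanner files, and 4 names that this comparison did not bear out were left out of the fits by limma on these values.

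The processed signal was taken on the log2 scale, minus each array's 75th percentile over all probes. Control spots and outlier spots were left out, and spots of the same probe were averaged on the log2 scale. Of 52586 probes, 33038 carry an AGI code and were read as probes of the sense strand, for 32781 genes. The brightest probe stood for a gene with several probes, which made a difference to 46 tested genes and to 0 of the called genes. Where a second probe of the opposite strand exists, the sense probe was the brighter of the pair in 81.5% of 243 pairs. The probe sequence of 199 genes is also that of another gene, and 0 of the called genes are among them. The gene symbols come from the paper and from the RefSeq annotation of the assembly TAIR10.1; the array's header names another annotation, so that no coordinates are given.

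A gene was tested where its probe was well above background on all 3 arrays of at least 1 treatment (22345 genes). The log2 ratio of FSL0260 over DMSO was tested with lmFit and eBayes of limma (version 3.58.1 in R 4.3.3), two-sided, with the Benjamini-Hochberg adjustment over all tested genes. Up-regulated and down-regulated genes had a log2 ratio of at least 1 or at most -1 and an adjusted p under 0.05. A gene with 0 arrays of a treatment well above background has only a lower limit of its change, the mean of the brighter group against, on each array of the dimmer group, the higher of the probe's own signal and the lowest signal well above background. On simulated data with 200 changed genes among 22341, limma found 97% of them with 1 false call. The methods' t-test found 85% with 0 false calls. All simulated changes were larger than the threshold on the log2 ratio, as many up as down, and the noise was independent between genes. These rates therefore do not describe calls near the threshold, near background or under effects shared between genes.

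Gene sets were tested with camera and a preset inter-gene correlation of 0.01: the alternative respiration genes named in the paper's introduction, and lists of salt and abscisic acid markers, of enzymes that scavenge reactive oxygen species and of mitochondrial retrograde markers outside Table S1, which were written from general knowledge. Sets of complex I subunits and of mitochondrial and plastid genes had been planned by annotation text and by AGI code and were not analysed here. The genes named in the text are those the paper names, the other alternative oxidase and type II NAD(P)H dehydrogenase genes, list members past the adjusted p, and up to 5 genes with the largest and the smallest log2 ratio among those called, well above background on all arrays and without overlap between the treatments; for the smallest, 1 gene met the rule. Other genes are named where they are singled out after their values were seen.

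These choices, the gene lists and the alternatives were fixed before the data were examined. The alternatives were normexp background correction with an offset of 50, quantile normalization, the 75th percentile of detected probes, median centring, no filter on dim probes, a filter on 3 of 6 arrays, outlier marks ignored, the mean of a gene's probes, the methods' t-test, limma with an intensity trend, the replicate number or the slide as a block, each array left out in turn, the authors' log2 values, no threshold on the log2 ratio, and limma's treat against a log2 ratio of 0.5. The methods' t-test on the authors' log2 values, with the Benjamini-Hochberg adjustment or with Storey's q-value, and the test of the alternative respiration set without its Table S1 genes were added after the data were seen. On each array between 56.6% and 60.2% of the probe spots were well above background, and the number of arrays limits the precision of every value.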

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

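Of the tests in this part, those of single arrays, of the array column, of the authors' choice of probes, of the methods' t-test against limma and of signals near background were chosen after the result was seen.

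A total of 52 up-regulated genes lay outside Table S1, which the paper does not report. They include *UGT74E2* (AT1G05680), with a log2 ratio of 4.43 (standard error 0.42, limma adjusted p = 0.00553), *TIM17-1* (AT1G20350) with 2.53 and AT5G51440 with 1.98, all of them members of a list of mitochondrial retrograde markers. The probes of 36 of the 52 genes were well above background on all 3 DMSO arrays, those of 3 on some of them, and those of 13 on none. Of the 39 genes with a DMSO array well above background, at least 34 kept a log2 ratio of at least 1 in each fit that left out an array. The genes that fell short may differ between these fits. The other 13 have only a lower limit, which was at least 1 on the log2 scale for 12 of them. In each fit that left out an array it was so for at least 11. Both numbers fall short of the share of 0.9 that was required, so that a single array stays open as part of the cause. Among the limits, that of AT2G21450 was 0.81 on the log2 scale with all arrays present, so that its shortfall does not come from leaving out an array. The number of the 52 genes still called was between 30 and 39; it was 30 without DMSO replicate 3 and 30 without FSL0260 replicate 2. With normexp background correction 19 of them were called. The authors' log2 values hold 35 of the 52 genes, and for these the authors' choice of probes is excluded as the reason for their absence from Table S1; 17 genes are not among those values, as that choice would require. Of the 35 genes, limma called 21 on the authors' values, where the methods' t-test with the Benjamini-Hochberg adjustment called none, so the difference between the tests is a candidate explanation for these 21. On the scanner values the methods' t-test called 9 of the 52 genes. A difference between array columns stays open for all 52 genes, since 0 columns held arrays of both treatments, and a response to FSL0260 cannot be told apart from it. Of the 10 ways to part the 6 arrays into 3 and 3, the real one gave 110 up-regulated genes and each of the others gave 0. Still, 10 splits cannot exclude chance at 0.05 whatever their counts. The same held for the 58 Table S1 genes and for the 12 mitochondrial genes, each reached by 1 split of 10, with 0 called in the other splits.

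A further 7 genes were down-regulated, and the paper lists up-regulated genes alone. Again 1 of the 10 splits, the real one, gave as many and the others gave 0, which cannot exclude chance at 0.05. AT3G16670 had the log2 ratio given above, and it was called in all 6 fits that left out an array. Its FSL0260 arrays lay at least 4.05 above the lowest signal well above background on the log2 scale, which excludes a signal near background as the reason. For this gene the array column stays open, and a response to the compound is untested. The probes of 5 of the other 6 genes were not well above background on any FSL0260 array. Among them, singled out after its values were seen, *NRT2.3* (AT5G60780) was at least 5.03-fold lower with FSL0260. Its DMSO arrays lay at least 2.08 above the lowest signal well above background of the FSL0260 arrays on the log2 scale, which argues against a signal near background as the whole cause, while the array column stays open. In each of the remaining genes the dimmest DMSO array lay at most 0.79 above that signal, and limma called 0 of these genes with normexp background correction. For them a loss of transcript and a signal near background cannot be told apart, because that correction also lowered the median log2 ratio of the Table S1 genes, to 2.14.

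Finally, 15 features without an AGI code were up-regulated, among 7158 such features tested in a fit of their own. They are transcript models or intervals without a gene name on the array, which the paper does not discuss, and 12 of the 15 are in the authors' log2 values. By limma's adjusted p 0 of them were down-regulated, where 13 had a log2 ratio of at most -1 at an unadjusted p under 0.05. The largest change with signal well above background on all 6 arrays, picked out after the values were seen, was that of the feature CUFF.134995, with a log2 ratio of 5.84 (standard error 0.19, limma adjusted p = 1.87e-05). Of the 15 probes, 0 shared a run of 20 bases with the probe of a called gene. The probes were not compared with the rest of those genes' transcripts, so signal from the transcripts of called genes was not excluded. Unannotated transcripts that respond to FSL0260 may be an explanation; the array column, with 0 columns that hold both treatments, stays open here too.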

How the results depend on the processing

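Of the alternatives in this part, the methods' t-test on the authors' log2 values, with either adjustment, and the set tests without the picked genes were chosen after the data were seen. The 58 Table S1 genes were all called under most alternatives; 51 were called with normexp, 53 with the methods' t-test, 57 without a filter on dim probes and between 56 and 58 without each array in turn. With the methods' t-test and the Benjamini-Hochberg adjustment on the authors' values, 54 were called. The no-threshold alternative and limma's treat were run for the counts of up- and down-regulated genes alone. All 12 mitochondrial genes were called under every other alternative set beforehand, and 11 with the methods' t-test on the authors' values. Of the single log2 ratios, *AtAOX1a*, *AtNDB4*, *AT12CYS-2* and *AtNAC013* kept their direction and stayed past the threshold under every alternative run for them. *AtNAC044* kept its log2 ratio of 1.90 with the methods' t-test, but the adjusted p of 0.0503 there was above the threshold; over the alternatives set beforehand it ran from 4.23e-05 to 0.0503.

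The count of up-regulated genes, 110, fell to 71 with normexp and to 62 with the methods' t-test, and to 54 (Benjamini-Hochberg) or 58 (Storey's q) with the methods' t-test on the authors' values. Without a threshold on the log2 ratio it was 332. The count of down-regulated genes, 7, was 3 with normexp, 3 with limma's treat, 11 with an intensity trend, 2 with limma on the authors' values and 186 without a threshold on the log2 ratio. It was 0 with the methods' t-test, where 19 genes had a log2 ratio of at most -1 at an unadjusted p under 0.05, and 0 with either adjustment on the authors' values, where 3 did. Without each array in turn it ran from 4 (without DMSO replicate 3) to 13 (without FSL0260 replicate 1). The median log2 ratio of the Table S1 genes, 2.68, was 2.14 with normexp and 2.26 on the authors' values, with all 3 tests. The cause of these changes was not tested.

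Without each array in turn, the log2 ratio of *AtNDA1* ran from -0.0333 to 0.10 and was negative without FSL0260 replicate 2; it was past the threshold in no setting. *AtNDB3* lost its call without a filter, with the methods' t-test, with the slide as a block, which left 46 of the 52 genes outside Table S1 called, and in 5 of the 6 fits without an array, where fewer arrays were tested. *TIM17-1* lost it without a filter, with the methods' t-test, with the replicate block and without DMSO replicate 2 or 3. Among the alternatives set beforehand and run for single genes, the calls of *UGT74E2*, AT5G51440 and AT3G16670 were lost with the methods' t-test alone.

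The deviations of the arrays with the same replicate number from their group means correlated only weakly across genes, at 0.22, 0.11 and 0.05. All of these values were positive, and arrays with the same number shared a slide, so a weak pairing is not excluded. With the replicate number as a block, 96 genes were up-regulated and 4 down-regulated, and the adjusted p of *BCS1*, *GSTU24*, *CSD1* and *CSD2* was 0.0597, 0.0654, 0.0551 and 0.0845. The same 2 of 4 gene sets passed with fry, the replicate block, quantile normalization and median centring. Without *AtAOX1a* and *AtNDB4*, which the study picked on these arrays, 1 set passed with camera and 2 with fry. Between 56.6% and 60.2% of the probe spots were well above background, and dim probes have only limits of change.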

Differences from the paper's values

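The paper reports 58 up-regulated genes, and 110 were called here. Among the alternatives set before the data were examined, the methods' t-test (62 genes), normexp background correction (71), limma's treat (76) and limma on the authors' log2 values (79) came within 1.5 times the paper's count. The other alternatives, namely quantile normalization, the 75th percentile of detected probes, median centring, no filter, the filter on 3 of 6 arrays, outlier marks ignored, the mean of probes, the intensity trend, both blocks, each array left out and no threshold on the log2 ratio, did not. The methods' t-test with Storey's q-value on the authors' values, chosen after seeing the values, called 58 genes, and with the Benjamini-Hochberg adjustment, also chosen after seeing the values, 54.

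For 33 of the 58 genes of Table S1 the log2 ratio differed from the paper's by more than the replicate SD or, for genes with only a lower limit, by more than 1.5 times on the linear scale; in 57 of the 58 genes the fitted log2 ratio was larger here. This direction depended on the background correction. With normexp the median log2 ratio of the 58 genes was 2.14, below the paper's median of 2.263. On the authors' log2 values, an alternative set before the data were examined, 0 of the 58 differed. The log2 ratios of Table S1 match the differences of means on those same values, so this result is not an independent check. Quantile normalization, the 75th percentile of detected probes, median centring, the 2 other filters, outlier marks ignored, the mean of probes, the methods' t-test, the intensity trend and both blocks brought none of the 33 within the paper's value. The probes of AT5G54560 and AT5G55150 were well above background on 1 of the 3 DMSO arrays, and those of AT3G25573 and AT4G12735 on 2, so that their log2 ratios below rest in part on DMSO signals near background.

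With normexp background correction 9 genes came within the paper's value, and the lower limits of 8 others fell below it, so that these limits no longer speak against the paper's value. AT1G24095 had a log2 ratio of 1.13 here and 1.001 in the paper, AT2G04050 had 4.23 against the paper's 3.558, and *NDB4* had 3.18 against the paper's 2.838. AT2G35480 had 2.03 here and 1.885 in the paper, AT2G41730 had 5.31 against the paper's 5.077, and *DREB2B* had 1.29 against the paper's 1.049. AT3G58150 had 3.96 here and 3.613 in the paper, AT4G08555 had 3.25 against the paper's 3.026, and AT5G55150 had 4.62 against the paper's 2.891. The other 8 had only a lower limit here, on the log2 scale: at least 4.83 for AT2G03130 (the paper's value is 3.428), at least 4.25 for AT2G03230 (the paper's 2.777), at least 4.41 for AT2G04070 (the paper's 2.876) and at least 3.21 for AT2G05420 (the paper's 2.205). For AT3G54520 the limit was at least 2.64 (the paper's 1.739), for AT4G25930 at least 4.44 (the paper's 3.337), for AT5G52940 at least 5.92 (the paper's 4.504) and for AT5G54420 at least 5.87 (the paper's 4.55). Of these genes, AT1G24095 and AT2G35480 also came within the paper's value without FSL0260 replicate 1, *NDB4* without DMSO replicate 3, and AT3G58150 without DMSO replicate 2, FSL0260 replicate 1 or FSL0260 replicate 2; the rest did not come within it when an array was left out.

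A further 3 genes came within the paper's value only when an array was left out or on the authors' values. *SRO2* had 1.29 here and 1.175 in the paper, and came within it without DMSO replicate 2, FSL0260 replicate 1 or FSL0260 replicate 2. AT4G37030 had 2.53 against the paper's 2.139, and came within it without DMSO replicate 2 or FSL0260 replicate 1. *CYP81D8* had 2.34 against the paper's 2.09, and came within it without DMSO replicate 2.

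The last 13 genes came within the paper's value on the authors' values alone. With normexp background correction AT1G05330, AT2G14070, *PUB12*, *UGT73C6*, *DREB19*, AT2G38823, AT3G25573, AT4G12735, AT5G24640, AT5G54450 and AT5G54550 lay below the paper's value instead. AT1G05330 had a log2 ratio of 2.81 here and 1.964 in the paper, AT2G14070 had 2.30 against the paper's 1.701, and *PUB12* had 4.20 against the paper's 3.596. *UGT73C6* had 3.17 here and 2.561 in the paper, *DREB19* had 1.86 against the paper's 1.295, and AT2G38823 had 6.22 against the paper's 5.03. AT3G25573 had 2.24 here and 1.414 in the paper, AT4G12735 had 7.18 against the paper's 5.534, and AT4G27580 had 2.55 against the paper's 1.796. AT5G24640 had 6.79 here and 5.835 in the paper, AT5G54450 had 6.90 against the paper's 5.826, AT5G54550 had 5.61 against the paper's 4.303, and AT5G54560 had 4.92 against the paper's 3.241.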

Other observations

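Of the tests in this part, that of the placement of neighbouring genes and the set test without the picked genes were chosen after the result was seen; the gene lists and their other tests were set beforehand.

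A list of 10 mitochondrial retrograde markers outside Table S1, which includes *AtAOX1d*, had 9 members tested. Of these, 5 were past the adjusted p over all genes and 7 when adjusted over the list alone, and 3 were up-regulated at both thresholds. The set was shifted upwards (camera, adjusted p = 3.07e-08), with a median log2 ratio of 0.87 and a mean of 1.28, and the adjusted p with fry was 0.00416. Besides *UGT74E2*, *TIM17-1* and AT5G51440, the members past the adjusted p were *GSTU24* (AT1G17170), with a log2 ratio of 0.88, and *BCS1* (AT3G50930), with 0.87. The log2 ratio of *GSTU24* rose to 1.06, past the threshold, without DMSO replicate 1, but without any of the other arrays its adjusted p was between 0.104 and 0.148. The adjusted p of *GSTU24* and *BCS1* was also above 0.05 without a filter on dim probes and with the methods' t-test, that of *GSTU24* with the slide as a block (0.0673), and that of *BCS1* in 4 of the 6 fits that left out an array. The alternative respiration genes were the other set past the threshold, though not with camera once the genes picked on these arrays were left out. Of the 10 splits of the arrays into 3 and 3, 3 gave 2 sets or more past the threshold, the real one among them. Each other split groups 2 arrays of a treatment with 1 of the other, so part of a treatment difference can remain in it. The splits therefore cannot tell such a remainder from chance. Chance cannot be excluded for the sets, and the design cannot give a share under 0.1.

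Neither of the remaining lists was past the threshold. For 9 tested enzymes that scavenge reactive oxygen species the camera adjusted p was 0.270, with a median log2 ratio of 0.04 and 0 members up-regulated. Past the adjusted p over all genes were *CSD1* (AT1G08830), with a log2 ratio of 0.70, and *CSD2* (AT2G28190), with 0.47, and 3 members passed when adjusted over the list alone. The adjusted p of *CSD1* was above 0.05 in 4 and that of *CSD2* in 5 of the 6 fits that left out an array. It was also above 0.05 without a filter on dim probes (0.0953 and 0.141) and with the methods' t-test (0.132 and 0.151), and for *CSD2* with the slide as a block (0.0599) and with the filter on 3 of 6 arrays (0.0531). For 9 tested salt and abscisic acid markers the adjusted p was 0.383 and 0 members were past it, over all genes or over the list alone. Their median log2 ratio was -0.002, while the mean of 0.03 and the direction of the test were positive. With fry the adjusted p of these lists was 0.357 and 0.508.

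The up-regulated genes lay next to each other along the chromosomes more often than random sets did. In the order of tested genes from the TAIR10.1 annotation, which held 22260 of them, the 110 up-regulated genes formed 8 neighbouring pairs. Over 10000 random sets of the same size the mean was 0.54 pairs and the most was 4, a permutation p of 1e-04, the smallest that these sets can give. The probes of 1 of the 8 pairs, *ABCB11* (AT1G02520) and *ABCB12* (AT1G02530), shared a run of 20 bases. The log2 ratios in that pair were 1.38 and 1.24. The probes of the other pairs shared no such run. Probes were compared with each other and not with the neighbour's transcript, so cross-hybridisation was not excluded for any pair. Among the other pairs, named after their values were seen, AT5G54550 and AT5G54560 had log2 ratios of 5.61 and 4.92, and *UGT73C6* (AT2G36790) and *DOGT1* (AT2G36800) had 3.17 and 2.34. Shared control of neighbouring or duplicated genes may be an explanation, as a hypothesis, with 8 pairs against at most 4 at random; shorter stretches of similar sequence were not tested, and the array column stays open.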
